# EGFR/Ras Signaling Controls *Drosophila* Intestinal Stem Cell Proliferation via Capicua-Regulated Genes

**DOI:** 10.1371/journal.pgen.1005634

**Published:** 2015-12-18

**Authors:** Yinhua Jin, Nati Ha, Marta Forés, Jinyi Xiang, Christine Gläßer, Julieta Maldera, Gerardo Jiménez, Bruce A. Edgar

## Abstract

Epithelial renewal in the *Drosophila* intestine is orchestrated by Intestinal Stem Cells (ISCs). Following damage or stress the intestinal epithelium produces ligands that activate the epidermal growth factor receptor (EGFR) in ISCs. This promotes their growth and division and, thereby, epithelial regeneration. Here we demonstrate that the HMG-box transcriptional repressor, Capicua (Cic), mediates these functions of EGFR signaling. Depleting Cic in ISCs activated them for division, whereas overexpressed Cic inhibited ISC proliferation and midgut regeneration. Epistasis tests showed that Cic acted as an essential downstream effector of EGFR/Ras signaling, and immunofluorescence showed that Cic’s nuclear localization was regulated by EGFR signaling. ISC-specific mRNA expression profiling and DNA binding mapping using DamID indicated that Cic represses cell proliferation via direct targets including *string (Cdc25)*, *Cyclin E*, and the ETS domain transcription factors *Ets21C* and *Pointed (pnt)*. *pnt* was required for ISC over-proliferation following Cic depletion, and ectopic *pnt* restored ISC proliferation even in the presence of overexpressed dominant-active Cic. These studies identify Cic, Pnt, and Ets21C as critical downstream effectors of EGFR signaling in *Drosophila* ISCs.

## Author Summary

Studies suggest that epidermal growth factor receptor (EGFR) signaling activation is a causal driver of many stem cell-derived epithelial cancers, including colorectal cancer. As in the human intestine, epithelial renewal in *Drosophila* intestine is orchestrated by intestinal stem cells (ISCs). EGFR signaling also plays an important role in regulating ISC proliferation in flies. However, the mechanism by which EGFR/Ras/MAPK signaling promotes ISC proliferation is poorly understood. Here we demonstrate that the transcriptional repressor, Capicua (Cic), mediates these functions of EGFR signaling. We found that the critical role of Cic as a negative regulator of cell proliferation in the fly midgut is consistent with its tumor suppressor function in mammalian cancer development. The direct target genes of Cic were identified by ISC-specific mRNA expression profiling and DNA binding mapping (DamID) method. Cic represses cell proliferation via regulating *string (stg)*, *Cyclin E (CycE)*, and the ETS domain transcription factors *Ets21C* and *pointed* (*pnt*). Using genetic tests we show that these interactions are meaningful for regulating stem cell proliferation. Combining our knowledge of Cic with what was previously known about CIC in tumor development, we propose that human CIC may regulate Ets transcription factors and cell cycle genes in Ras/MAKP-activated tumors.

## Introduction

EGFR/Ras/MAPK signaling has diverse functions in regulating cell proliferation, growth, differentiation and survival in most animal cells [1]. Abundant studies also indicate that epidermal growth factor receptor (EGFR) activation is a causal driver of many cancers, including breast, lung, brain, and colorectal cancer [2]. Similarly, activating mutations in KRAS and BRAF, which are essential downstream effectors of the EGFR, are among the most common mutations found in a very wide range of human cancers [3,4]. However, despite much study, many questions remain to be answered to fully understand the impact of EGFR and its downstream effectors during normal cell function and in carcinogenesis. As many epithelial cancers arise through dysregulation of the stem cell self-renewal and homeostatic maintenance of the epithelium [5], understanding the precise functions of EGFR signaling in epithelial homeostasis is very important.

The *Drosophila* midgut is an outstanding model system to study the basis of epithelial homeostasis due to its simple structure, similarity to the mammalian intestine, and powerful genetics. As in the mammalian intestine, epithelial turnover in the fly midgut is carried out through a dynamic process mediated by intestinal stem cells (ISCs). ISCs undergo cell division to renew themselves and give rise to transient cells called enteroblasts (EBs), which can further differentiate into either absorptive enterocytes (ECs) or secretory enteroendocrine (EE) cells. When damaged or aged cells are lost from the fly’s gut epithelium, ISCs respond by dividing to replenish the epithelium [6,7,8]. During this response multiple *Drosophila* EGFR ligands, namely *spitz (spi)*, *vein (vn)*, and *keren (krn)* are induced in progenitor cells (EBs and ISCs), visceral muscle (VM) and ECs respectively. Thereby, the EGFR signaling pathway is activated in ISCs. This promotes ISC growth, division and midgut epithelial regeneration [9,10,11]. ISCs defective in EGFR signaling cannot grow or divide, are poorly maintained, and are unable to support midgut epithelial replenishment after enteric infection by the bacteria *Pseudomonas entomophila (P*.*e*.*)* [11] or *Erwinia carotovora carotovora 15 (ECC15)* [12]. Interestingly, the critical role of EGFR signaling in the *Drosophila* intestine is consistent with its role during mammalian gut homeostasis and colorectal cancer development [10,11,12,13]. EGFR signaling is required for murine ISC growth [14,15], and the deletion of Lrig1, a negative feedback regulator of EGFR signaling, causes excessive ISC proliferation [16]. Furthermore, adenoma formation in *Apc* ^*min/+*^ mice was severely impaired in a genetic background with partial loss of function of EGFR (*Egfr* ^*wa2*^) [17].

Despites its importance, the mechanism by which EGFR/Ras/MAPK signaling promotes ISC proliferation is poorly understood in this cell type. Indeed, despite decades of intensive study, the precise linkage between EGFR/Ras/MAPK signaling and cell growth and division is surprisingly obscure for animal cells in general [3]. Textbook models highlight a prevailing model in which EGFR/Ras signaling controls cell proliferation via a Ras-Myc-CyclinD-Rb pathway [18,19]. While this may have relevance in some human cancers it is clearly not the case in normal *Drosophila* cells, and so other mechanisms should be sought and characterized.

One potentially important downstream effector of EGFR signaling is the HMG-box transcriptional repressor Capicua (Cic). This highly conserved DNA binding factor has been shown to act downstream of receptor tyrosine kinase (RTK)/Ras/MAPK signaling in *Drosophila* eye and wing imaginal discs, embryos, and ovaries [20,21,22,23] where it regulates diverse RTK-dependent processes including cell proliferation, specification, and pattern formation. Cic orthologs from invertebrate and vertebrate species share two well-conserved regions: the HMG-box, presumed to mediate DNA binding at target promoters [21] and a C-terminal domain [24]. The C-terminal region of *Drosophila* Cic contains a “C1” motif important for repressor activity, and a “C2” motif that functions as a MAPK docking site responsible for downregulation of Cic following the activation of RTK signaling [25]. It has been proposed that MAPK phosphorylates Cic in its C2 motif, and that phosphorylated Cic is either degraded or re-localized to the cytoplasm [25]. Cic downregulation controlled by Torso and EGFR signaling varies in different *Drosophila* tissues [24]. For example, Torso RTK signaling, which also works via the Ras/Raf/MAPK pathway, apparently increases the rate of Capicua degradation by promoting its accumulation in the cytoplasm [26]. EGFR signaling has been reported to regulate Cic protein in distinct ways in different tissues. Wing and eye discs cell clones mutant for *Egfr* or *Ras* showed elevated levels of Cic protein [20,27]. In the ovary, in contrast, Cic protein localized to the cytoplasm in cells in which EGFR signaling was active, but in nuclei in cells in which EGFR signaling was inactive [25]. A recent study suggested that Cic actually undergoes a two-step process in releasing its target gene repression: slower changes in nuclear localization occur after a faster reduction of Cic repressor activity [28]. In cultured human cells, EGF stimulated dissociation of human CIC from importin-α4 (also known as KPNA3), an adaptor required for the nuclear import of many proteins. But full length GFP-CIC was nuclear even after EGF stimulation, and the N-terminal half of the CIC protein was found to be nuclear, even though it does not bind to importin-α4. Hence the biological significance of the CIC:importin association remains unclear [29].

CIC, the human homolog of *Drosophila Cic*, has been implicated in several human diseases including spinocerebellar ataxia type 1 (SCA1) neuropathology, oligodendroglioma (OD) [30] and Ewing-like sarcoma [31]. Human *CIC* is frequently mutated in samples from cancer genome studies such as The Cancer Genomic Atlas (TCGA) (S1 Fig) [32,33]. For instance CIC mutation was reported in 6 out of 7 brain tumors [30], 3 out of 11 breast cancers [34] and 6 out of 72 colorectal cancers [35]. The *Drosophila* work suggests that in these cases CIC loss might have the same downstream consequences (*e*.*g*. cell transformation) as oncogenic activation of the EGFR, RAS or BRAF, but this has not been rigorously evaluated.

During RNAi screening we discovered that depletion of Cic in *Drosophila’s* intestinal stem cells (ISCs) activates these cells for rampant proliferation [11]. Based on previous studies in other fly organs we hypothesized that Cic might act as an obligate repressor downstream of EGFR signaling, itself a central driver of normal ISC proliferation in both flies and mice, as well as in many human colorectal cancers, which are frequently mutant for RAS, BRAF, or CIC. However, until now this hypothesis had not been tested and the underlying mechanisms via which Cic might control ISC proliferation remained undefined. In this report we demonstrate that Cic acts as a critical negative downstream regulator of EGFR signaling to control ISC proliferation. We show that EGFR/Ras activity controls Cic nuclear localization, and we present RNA-Seq and DamID-Seq datasets that together constitute a genome-wide survey of potential Cic target genes in *Drosophila* ISCs. Our analysis indicated that Cic not only directly regulates cell cycle regulators such as *string (cdc25)* and *Cyclin E*, but also the ETS transcription factors *pnt* and *Ets21C*, all of which must be de-repressed to activate ISCs for growth and division.

## Results

### Cic inactivation promotes ISC proliferation

To investigate a potential role for Cic in regulating ISC proliferation, we used the *esg-Gal4-UAS-2XEYFP; Su(H)GBE-Gal80*, *tub-Gal80* ^*ts*^ system (henceforth referred as *esg* ^*ts*^ *; Su(H)-Gal80*) to express *UAS-cic-RNAi* specifically in ISCs. After 4 days of *cic-RNAi* induction, a dramatic increase in the number of YFP positive cells (Fig 1A and 1B) and a large increase in ISC mitoses were observed (Fig 1C). Most of the PH3+ cells were YFP+ [YFP+, PH3+ cells = 99.37% (n^midguts^ = 10 midguts, n^cells^ = 994), YFP-, PH3+ cells = 0.63% (n = 10, n^cells^ = 7)], indicating that Cic regulates ISC proliferation cell autonomously. When we used another ISC-specific driver *Dl* ^*ts*^ *(tub-Gal80* ^*ts*^ *UAS-GFP; Dl-Gal4)* to knock down *cic* in ISCs specifically, we not only detected the same overporoliferation phenotype (S3A, S3B and S3E Fig) but also found that most of mitotic cells were GFP+ (S3F Fig).

**Fig 1:**
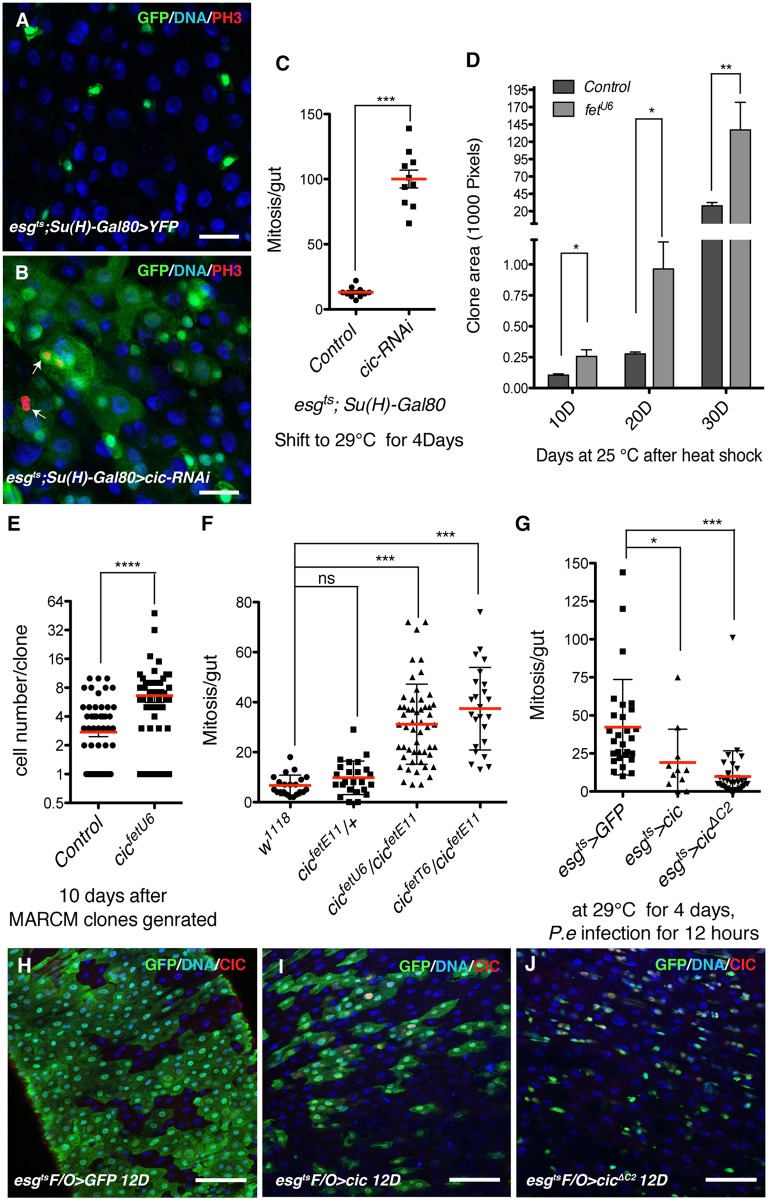
*cic* inactivation promotes ISC proliferation and hyper-activation inhibits ISC proliferation. (A,B) Knock down of Cic in ISCs using the *esg* ^*ts*^ *; Su(H)-Gal80* system. ISCs were marked by YFP (green). Samples were stained with anti-PH3 (red) for mitosis and DAPI (blue) for DNA. (A) Control adult midgut (B) Cic knock down midgut after 4 days induction 29°C. Increases in the number of YFP+ cells are observed in *cic* depleted midguts as was a large increase in mitotic cells. (C) Midguts were scored for PH3+ cells after 4 days of induction of *cic-RNAi*. A strong increase in numbers of ISC mitosis was observed in *cic* knockdown midguts. (D) Clone areas of cic mutant and control WT clones 10, 20, and 30 days after clone induction. Mutant ISCs divided faster and generated bigger clones. (E) Increased number of cells per clone was detected in *cic* mutant clones. Data was quantified 10 days after *cic* mutant clones were generated with the MARCM system. (F) Quantification of pH3-positive cells per adult midgut of the indicated genotype. *cic* transheterozygotes contained significantly more mitotic cells than controls. (G) Quantification of ISC proliferation after 12 hours *P*.*e*. infection. A decreased number of PH3+ cells, representing dividing ISCs, was observed in midguts overexpressing either *cic* or *cic* ^*ΔC2*^ after *P*.*e*. infection. (H-J) Clones generated by the *esg* ^*ts*^ *F/O* system are marked with GFP (green), Cic over-expression was confirmed by anti-Cic (red) staining, and nuclei were visualized by DAPI (blue) staining. (E) Control adult midgut 12 days after clone induction (F) midgut overexpressing Cic (G) midgut overexpressing Cic^ΔC2^ 12 days after clone induction. The size of clones marked by GFP was reduced after Cic or Cic^ΔC2^ overexpression. Statistical significance was determined by Student’s t test (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Error bars represent standard deviations. Scale bars represent 20 μm in A-B and 50 μm in E-G.

Increased GFP+ cells and mitoses were also noticed when the *esgGal4 UAS-GFP tub-Gal80* ^*ts*^ system (henceforth referred as *esg* ^*ts*^) was used to express *UAS-cic-RNAi* in ISCs and their undifferentiated daughters, the EBs (S2A–S2B and S3 Figs). To further validate the specificity of this RNAi experiment, GFP-marked ISC clones homozygous for the loss-of-function allele *cic* ^*fetU6*^ [22] were generated using the MARCM system [36] (S2C–S2H Fig). The size of marked ISC clones was quantified at intervals after clone induction by measuring GFP-labeled clone areas. *cic* mutant clones were larger than control clones at all time points assayed (Fig 1D). In addition, the numbers of cells per clone were increased in the *cic* mutant clones (Fig 1E). To further confirm Cic’s function in the midgut, we generated viable transheterozygotes using three different loss-of-function alleles of *cic*. *cic* ^*fetE11*^ is a P-element insertion mutant, while both *cic* ^*fetT6*^ and *cic* ^*fetU6*^ are homozygous lethal EMS alleles [22]. In addition to the EGFR-related extra wing vein phenotype reported previously [27], these transheterozygote mutants showed increased mitoses in their midguts (Fig 1I). As the ISCs are the predominant dividing cell type in *Drosophila* midguts, these data further indicate a role for Cic as an obligate repressor of ISC proliferation.

To investigate the respective requirements of Cic in the ISC and EB cell types, the EB-specific driver *Su(H)* ^*ts*^ *[Su(H)-Gal4*,*UAS-CD8-GFP; tub-Gal80* ^*ts*^ *]* was used to knock down *cic* in EBs. Increased mitoses were observed after depleting *cic* in EBs (S3C–S3E Fig). However, in this case only a few GFP^+^ EBs were observed in mitosis, while most of the dividing cells marked by PH3 were GFP-negative (S3F Fig). These GFP-negative mitotic cells are likely ISCs. These data indicated that Cic has both cell autonomous and non-cell autonomous functions in regulating ISC proliferation. In this study we followed up on Cic’s cell autonomous effects on ISC proliferation, and the non-cell autonomous effect was not investigated further.

### Increased Cic activity inhibits ISC proliferation and midgut epithelial regeneration

To determine whether increased Cic function yields a phenotype similar to that of EGFR loss-of-function, we generated transgenic flies harboring *UAS-cic* ^*ΔC2*^ *-HA or UAS-cic-HA*. Cic^ΔC2^ is a Cic derivative carrying a deletion of the MAPK docking site-C2 motif, and has been shown to be a dominant repressor that escapes inactivation by MAPK [25]. Either *cic* or *cic* ^*ΔC2*^ were over-expressed in progenitor cells using *esg* ^*ts*^, and then the flies were fed *Pseudomonas entomophila (P*.*e*.*)* for 12 hours to generate an enteric infection. ISCs from control midguts, which expressed GFP only, showed regeneration-associated proliferation [8]. In contrast both *cic* and *cic* ^*ΔC2*^ overexpressing midguts displayed an inhibition of regeneration after 12 hours *P*.*e*. infection (Fig 1J). To test if *cic* or *cic* ^*ΔC2*^ overexpression could influence turnover of the midgut epithelium we used the *esg* ^*ts*^ *F/O* system *(esg-Gal4; tubGal80* ^*ts*^ *Act>Cd2>Gal4 UAS-flp UAS-GFP)* [11] to mark all the ISC progeny produced during 12 days of *cic* overexpression. Normally, the posterior midgut epithelium renews it self within about 12 days [8]. Therefore, control midgut epithelia were almost completely replaced by large GFP+ clones that formed during 12 days. However, in the gain-of-function Cic conditions, growth of GFP-marked clones was significantly decreased, indicating that gut epithelial renewal was greatly suppressed (Fig 1H–1J).

### Cic regulates ISC proliferation as a downstream effector of EGFR/Ras signaling

EGFR activates ISCs for growth and division via Ras/Raf/MAPK signaling. When an activated form of the EGFR (λTOP) [37] or activated Ras (*Ras* ^*V12G*^) [38] is ectopically expressed in progenitor cells, ISC division is dramatically induced. Conversely, EGFR suppression by inducing *Egfr-RNAi*, *Ras-RNAi*, *or MEK-RNAi* in progenitor cells almost completely inhibits ISC division and growth [11,12]. Furthermore, inhibition of EGFR signaling suppresses the activation of ISC divisions after *P*.*e*. infection [10,11]. As demonstrated above, Cic knockdown and overexpression phenocopy these EGFR overexpression or knockdown phenotypes, respectively, suggesting that Cic may act as a downstream effector in the EGFR signaling in ISCs.

To test the function of Cic in EGFR signaling we performed epistasis tests. After 2 days of clone induction with the *esg* ^*ts*^ *F/O* system, control midguts generated only 2-cell clones, whereas clones overexpressing an activated variant of the EGFR, (*λtop*), grew very large and showed increased ISC division. However, when *cic* or *cic* ^*ΔC2*^ was co-overexpressed along with *λtop*, clone sizes and ISC mitoses were significantly reduced (Fig 2A–2C and 2I). Overexpression of Cic or Cic^ΔC2^ could also partially inhibit the ISC growth effects of *Ras* ^*V12S35*^, an activated allele that can activate RAF/MAPK signaling but not PI3K signaling [38] (Fig 2D, 2H, and 2J). Furthermore, we used *esg* ^*ts*^ to induce *Egfr-RNAi*, *or Ras-RNAi* in combination with *cic-RNAi*. The *cic*, *Egfr* or *cic*, *Ras* double RNAi animals exhibited increased ISC mitosis relative to controls expressing *Ras-RNAi* or *Egfr-RNAi* only (Fig 2E–2G and 2K), indicating that reduced ISC proliferation caused by the inactivation of EGFR signaling can be restored by Cic knock-down. These epistasis data further support the hypothesis that Cic acts as a negative downstream effector of EGFR to regulate ISC proliferation.

**Fig 2:**
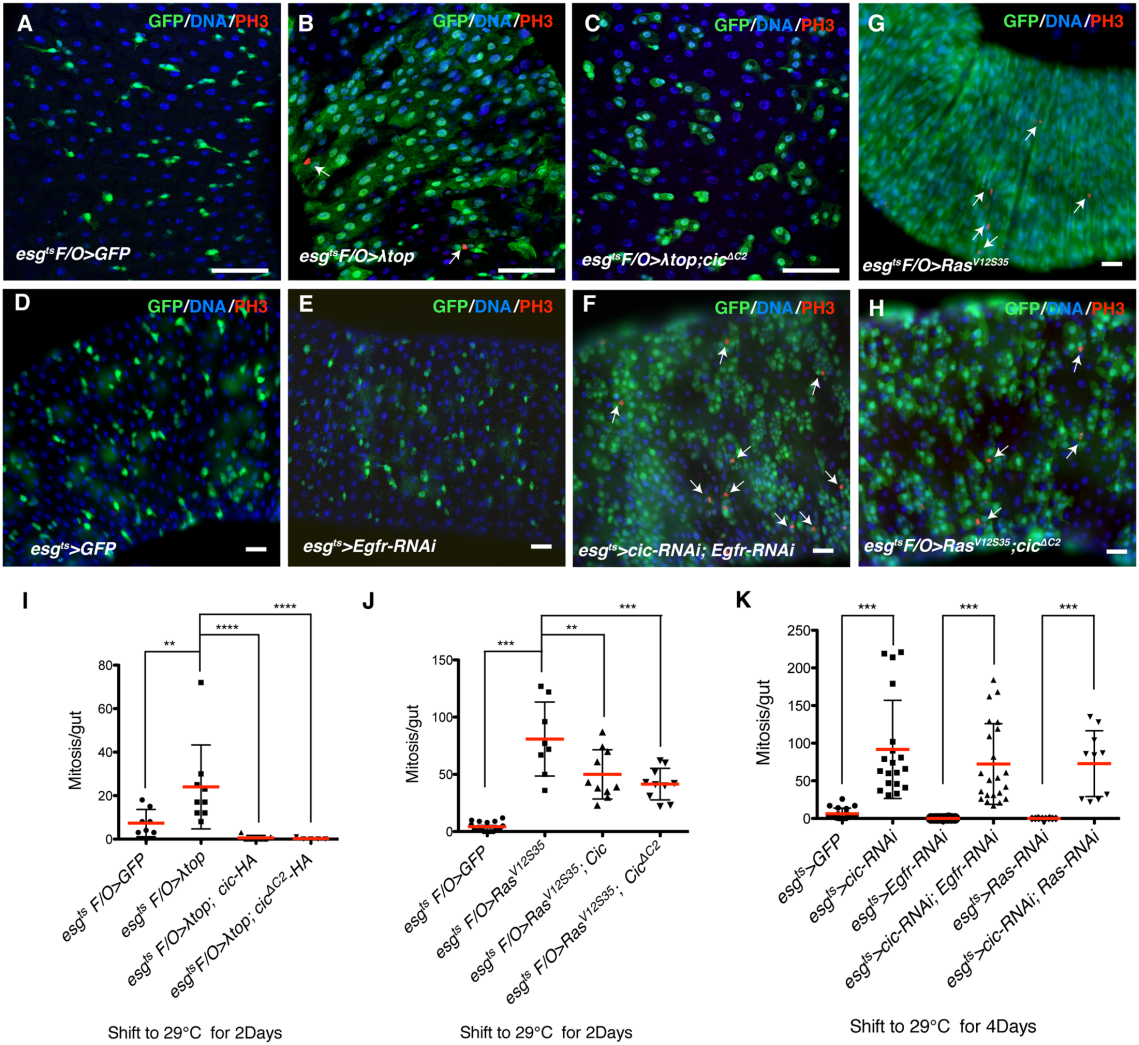
Cic regulates ISC proliferation as a downstream effector of EGFR signaling. (A–C) Results of the *λtop* and *cic* epistasis tests, carried out using the *esg* ^*ts*^ *F/O* system, to co-express the indicated transgenes with GFP for 2 days at 29°C. (A) Control of adult midgut (B) *λtop* overexpresssing midgut (C) *λtop* and *cic* ^*ΔC2*^ co-overexpresssing midgut. GFP+ clones (green) expressing *λtop* were much smaller when *cic* ^*ΔC2*^ was co-overexpressed. Samples stained with anti-PH3 (red) and DAPI (blue). (D-F) Results of the epistasis test between *cic* and *egfr*, carried out using the *esg* ^*ts*^ system to express the indicated transgenes for 4 days at 29°C. (D) Control adult midgut, (E) *Egfr-RNAi* expressing midgut, (F) *Egfr-RNAi* and *cic-RNAi* co-expressing midgut. The number of GFP+ cells (green) still promoted by depleting *cic* in EGFR/Ras inactivated background. Samples were stained with anti-PH3 (red) and DAPI to visualize nuclei. (G-H) Results of epistasis tests between *Ras* ^*V12S35*^ and *cic*, carried out using the *esg* ^*ts*^ *F/O* system. The transgenes were induced for 2 days at 29°C (G) *Ras* ^*V12S35*^ over-expressing midgut (H) *Ras* ^*V12S35*^ and *cic* ^*ΔC2*^ co-over expressed midgut. Size of GFP+ clones (green) in *Ras* ^*V12S35*^ and *cic* ^*ΔC2*^ co-overexpressing midgut was significantly reduced. Samples were stained with anti-PH3 (red) and DAPI to visualize nuclei. (I-K) ISC mitoses as quantified by scoring PH3+ cells. (I) Quantification of ISCs mitoses for the *λtop* and *cic* epistasis test. The increase in mitoses induced by *λtop* was completely suppressed by *cic or cic* ^*ΔC2*^ over expression. (J) Quantification of ISC mitoses from *Ras* ^*V12S35*^/*cic* epistasis tests. The increase in mitosis induced by *Ras* ^*V12S35*^ was partially suppressed by *cic or cic* ^*ΔC2*^ over expression. (K) Quantification of ISCs mitosis in *cic* and either *Egfr or Ras* double knock down midguts. The increase in ISC mitoses induced by *cic-RNAi* is still observed when either *Egfr* or *Ras RNAi* is also expressed. Error bars represent standard deviations. Statistical significance was determined by Student’s t test (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Scale bars represent 50μm (A-H).

### EGFR signaling controls Cic subcellular localization

To understand how EGFR signaling controls Cic in ISCs, we expressed HA-tagged Cic or Cic^ΔC2^ protein in midgut progenitor cells (ISCs and EBs). As expected, HA-tagged Cic or Cic^ΔC2^ proteins were only detected in nuclei under normal conditions (Fig 3A–3A’ and 3B–3B’). However, HA-tagged Cic protein accumulated nearly exclusively in the cytoplasm when *Ras* ^*V12S35*^ was co-expressed with it (Fig 3E–3E’). In contrast, Cic^ΔC2^ remained in the nucleus even following ectopic *Ras* ^*V12S35*^ expression (Fig 3F–3F’). A similar but milder re-localization of Cic protein from the nucleus to the cytoplasm was observed following *P*.*e*. infection (Fig 3C and 3C’), a treatment known to increase MAPK signaling in the gut [11]. It is interesting to note that Cic^ΔC2^ did not completely suppress *Ras* ^*V12S35*^ induced ISC proliferation, even though it remained localized to nuclei in *Ras* ^*V12S35*^ expressing cells (Fig 2H and 2J). However, nuclear Cic^ΔC2^ lost its characteristic punctate localization in the presence of *Ras* ^*V12S35*^ expression, and became more diffusely localized in the nucleoplasm (Fig 3F–3F’). These results suggest that, although EGFR signaling controls Cic nucleo-cytoplamic localization via the C2 motif, there may be a second MAPK-dependent mechanism to regulate Cic repressor activity, involving dissociation from chromatin, that is C2-independent.

**Fig 3:**
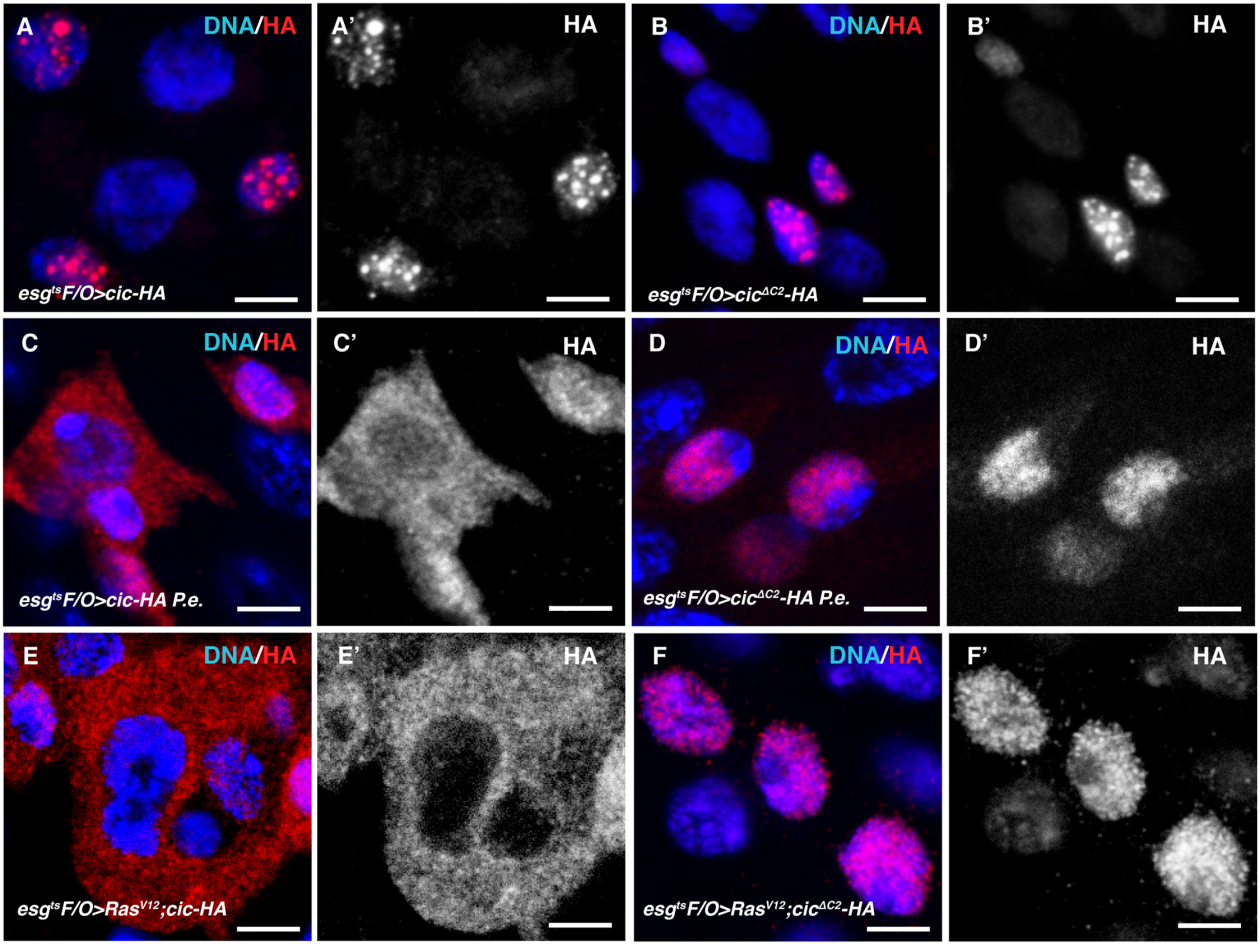
EGFR signaling controls Cic subcellular localization in ISCs. (A, B) Cic and Cic^ΔC2^ localized in the nuclei. Transgene expression was induced using the *esg* ^*ts*^ *F/O* system at 29°C for 2 days. HA-tagged Cic or Cic^ΔC2^ protein was detected by anti-HA antibody (red). Nuclear DNA is marked by DAPI staining (blue) (A) *cic-HA* overexpressing midgut. (B) *cic* ^*ΔC2*^ *-HA* overexpressing midgut. (C, D) Cic but not Cic^ΔC2^ protein accumulated in the cytoplasm after *P*.*e*. infection. (C) *cic-HA* overexpressing midgut, exposed to *P*.*e*. bacteria for 16 hours. (D) *cic* ^*ΔC2*^ *-HA* overexpressing midgut after 16 hours *P*.*e*. infection. (E, F) Cic protein accumulated in the cytoplasm when EGFR signaling was activated by *Ras* ^*V12S35*^. (E) *Ras* ^*V12S35*^ and *cic-HA* overexpressing midgut. (F) *Ras* ^*V12S35*^ and *cic* ^*ΔC2*^ *-HA* overexpressing midgut. Cic ^ΔC2^ proteins stayed in the nucleus even after overexpressing *Ras* ^*V12S35*^ to activate MAPK signaling. Scale bars represent 5μm.

### Cic represses cell cycle genes in ISCs

Cic has been studied in several cell types from both *Drosophila* and humans. In human melanoma cells, CIC represses mRNA expression of the PEA3 subfamily of ETS transcription factors, namely ETV1, ETV4 and ETV5 [29]. In early *Drosophila* development post-transcriptional down-regulation of Cic by the Torso and EGFR pathways regulates terminal and dorsal-ventral patterning, respectively, by allowing expression of Cic target genes such as *huckebein* (*hkb*), intermediate *neuroblasts defective* (*ind*), and *argos* (*aos*) [39]. However, a genome-wide mapping of Cic target genes has not yet been reported.

To identify Cic target genes involved in ISC growth and proliferation we profiled Cic binding throughout the genome using the “TaDa” (Targeted DamID)” technique. 

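In TaDa the protein of interest is fused to the bacterial Dam methylase, which methylates adenine in GATC sequences near the places where the fusion sits on DNA, and Dam-only gives the background of accessible chromatin. The samples were 2 Dam-Cic and 2 Dam-only libraries from midguts without infection, each from 80 midguts after 24 hours of induction at 29°C. According to the methods, the authors mapped the reads to the Drosophila genome version 6.02 with Bowtie 2, extended the uniquely mapped reads by 300 bp and counted them in windows of 75 bp. A binding site was called where at least 4 windows in a row had a p-value below 0.01 for Dam-Cic over Dam-only. The authors deposited 1 list of peaks for this comparison, with a Dam-Cic value scaled to Dam-only, the Dam-only reads, a fold change, a p-value and an FDR per peak. How the 2 libraries of a group were combined is not stated in the methods, and the list gives no value per library, so the peak values carry no replicate error. The list holds 3472 peaks with a median width of 1950 bp, which together cover 9.22 Mb. The total of mapped reads per library is unknown here, so the depth is known only inside the peaks, where the Dam-only reads had a median of 13069 per peak and ranged from 78 to 166134. These reads were summed over windows and need not be distinct reads. From there, the fold changes were put on the log2 scale, and a gene was taken to have a peak where the peak overlapped it or where it was the gene nearest to the summit. The nearest gene stands in for the nearest TSS of the methods, because the annotation used here (release 6) gave gene starts and ends without the strand. Under this rule 3783 annotated genes had a peak.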

The TaDa method involves low-level expression of a GAL4-inducible Dam methylase-fusion protein in a specific cell type, enabling cell-specific profiling without cell isolation [40,41]. Here, we induced a low level of Dam-only or Dam-Cic fusion protein in progenitor cells (ISC & EB) using the *esg* ^*ts*^ system and a 24-hour induction. Genomic DNA was extracted from isolated midguts, digested with Dpn I, which cuts only methylated GATCs, and amplified. The amplified gDNA fragments were subjected to high-throughput sequencing, rather than tiling microarrays as previously reported [40]. We identified 2279 binding sites that were highly enriched (log2 fold change > 3, false discovery rate<0.01%) when comparing Dam-Cic to Dam alone samples (S1 Table). These sites were non-randomly distributed in the genome, and were significantly over-represented ~500 bp 5’ to Transcription Start Sites (TSS; Fig 4A). 

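In the deposited list without infection, the authors' fold change per peak is a linear ratio from 1.47 to 1997, with a median of 3.33. On the log2 scale the median was 1.74, and the middle 50% of the peaks lay between 1.30 and 2.19. With a log2 fold change above 3 and an FDR below 0.01%, the deposited FDR being read as a percentage, 150 of the 3472 peaks passed. Read as a fraction, the same FDR left 22 peaks, and no threshold at all, the alternative that moved the number most, left all 3472. Settings chosen after seeing the values came nearer to the paper's number. A linear fold change above 3 alone left 2049 peaks. A log2 fold change above 3 on the higher scale of the paper's S1 Table, with the FDR, left 2176, as many as the FDR alone. The highest FDR value in the list was 0.0997. The peak with the highest fold change lay in *Ino80* on chromosome 3R from 19369650 to 19372275, with 1997 times the Dam-only signal. The next were a peak in *Kank* on chromosome 2R from 14905875 to 14923800, at 1370 times, and a peak in *Dora* on chromosome X from 18863850 to 18869850, at 1202 times. Their deposited FDR values were 0.0002 for *Ino80*, 0.0113 for *Kank* and 0.0044 for *Dora*, with a median of 0.0042 in the list. Read as a percentage, the *Kank* peak did not pass the limit of 0.01%, so a high ratio alone does not mark a reliable site.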

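Since the strand of the genes was not used here, the distance was measured from each summit to the nearer end of any annotated gene, whether start or 3' end. Without infection, 45.6% of the 3472 summits lay within 1 kb of a gene end (95% Wilson interval 43.9% to 47.3%, counting error only). When the peaks were moved at random within their chromosome 1000 times, the share was 28.5% on average and never above 30.8% (one-sided permutation p = 0.001 from these moves, the smallest they can give). Within 500 bp the share was 30.9% against 17.9% after random moves, and within 2000 bp it was 60.0% against 41.4%. Among the stronger 50% of the peaks by fold change the share within 1 kb was 36.9%, nearer to the 28.5% of the moved peaks. These shares cannot tell the 5' from the 3' side of a gene.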

Cic DamID was also performed on progenitor cells from *P*.*e*. infected midguts. 

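The infected group also comprised 2 Dam-Cic and 2 Dam-only libraries of 80 midguts each, and the authors called its peaks in the same way and deposited them as a separate list with 1 value per peak. *P.e.* is *Pseudomonas entomophila*, a bacterium that damages the gut epithelium when eaten. The infected list holds 3813 peaks with a median width of 1650 bp, which cover 8.22 Mb. The Dam-only reads had a median of 5613 per peak and ranged from 56 to 64509, fewer than in the list without infection, so a fold change after infection rests on fewer reads. In both lists the peaks found in 1 condition only had fewer Dam-only reads per kb than the shared peaks. Their medians were 4385 against 6412 in the list without infection and 2287 against 3539 in the infected list. Because the lists were normalized separately and hold no replicates, differences between them are described here without a test across samples.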

After a 24 hours induction of Dam or Dam-Cic transgenes via the *esg* ^*ts*^ system, flies were fed *P*.*e*. bacteria for 16 hours. The number of highly enriched (log2 fold change > 3, FDR < 0.1%) peaks was reduced to 1903. In addition, the fold change of peaks (Dam-Cic vs Dam-alone) after *P*.*e*. infection was significantly decreased (Figs 4B–4C and S4A). 

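With the FDR again read as a percentage and below 0.1%, 159 of the 3813 peaks of the infected list had a log2 fold change above 3. Read as a fraction, the FDR left 59 peaks. Settings chosen after seeing the values again came nearer to the paper's number. A linear fold change above 3 alone left 2098 peaks after infection, against 2049 without it. A log2 fold change above 3 on the scale of S1 Table left 2243, against 2176. The highest FDR value in the infected list was 0.0998, so read as a percentage the limit of 0.1% removed no peak there, whereas 0.01% removed peaks without infection. With these unequal limits and a log2 fold change above 4, the numbers were 43 without infection and 53 after infection. The direction of the change in number depended on the limits. At an equal FDR and a log2 fold change above 3, settings chosen after seeing the data, the number was lower after infection, with 239 peaks without infection and 159 after it below 0.1%, and 150 and 102 below 0.01%. The highest fold changes after infection were 700 in *Kank* on chromosome 2R from 14905875 to 14910900, 336 in *bun* on chromosome 2L from 12534300 to 12536925, and 277 on chromosome 2L from 1726575 to 1728750, where *Eno* and *Rrp40* overlap the peak. Their deposited FDR values were 0.0472, 0.0470 and 0.0048, each above the median of 0.003 in the infected list.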

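The median log2 fold change was 1.67 over all peaks of the infected list. Of the 3472 peaks found without infection, 3213 (92.5%) overlapped a peak after infection by at least 1 bp, whereas 12.3% did after random moves. At these shared peaks the log2 fold change after infection minus that without infection had a median of -0.05, and the middle 50% lay between -0.26 and 0.18. It was lower after infection at 54.9% of the shared peaks. A fall of more than 1 on the log2 scale occurred at 153 peaks and a rise of more than 1 at 78. The 259 peaks without a counterpart after infection had a median log2 fold change of 1.10 without infection. When a shared peak had to overlap over 50% of both peaks, the median difference was -0.03, and when the summits had to lie within 500 bp, it was -0.0008, with 50.1% of the peaks lower, so under that rule there was no difference. These values are on the scale of the deposited lists, which were normalized separately, so a median near 0 does not show that binding stayed equal. Without values per library, no test across samples was possible. In the part of S1 Table held here, the paper's log2 fold changes exceed the deposited ones by a median of 2.84 without infection and of 1.48 after it. Moving each list by its median to the scale of S1 Table, an alternative chosen after seeing the values, adds -1.37 to every difference. By this construction the median difference became -1.41 and nearly every shared peak lower, so it tells nothing of single peaks. The paper proposes that a change of Cic localization from the nucleus to the cytoplasm, caused by EGFR/Ras/MAPK activation, was the reason for the decrease after infection.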

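In the infected list 44.3% of the 3813 summits lay within 1 kb of the nearer end of a gene (95% Wilson interval 42.7% to 45.9%), and randomly moved peaks gave 28.5%. Since most peaks are in both lists, the lists were compared within the 3213 shared peaks. There 170 summits were near a gene end without infection only and 163 after infection only, a difference that was not past 0.05 (McNemar's exact test, two-sided, p = 0.742). This test asks whether the summits of shared peaks moved. It leaves out the 259 peaks found without infection only and the 432 found after infection only. It can therefore not tell whether peaks near gene ends were lost or gained. Among the stronger 50% of the infected peaks the share was 36.8%. Distances to the TSS alone were not analysed here.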

The frequency of peaks adjacent to TSS was also significantly reduced in the *P*.*e*.*-*infected midgut sample (Fig 4A). We believe that this decrease was due to the change of Cic localization from the nucleus to cytoplasm, which was caused by the activation of EGFR/Ras/MAPK signaling after infection.

**Fig 4:**
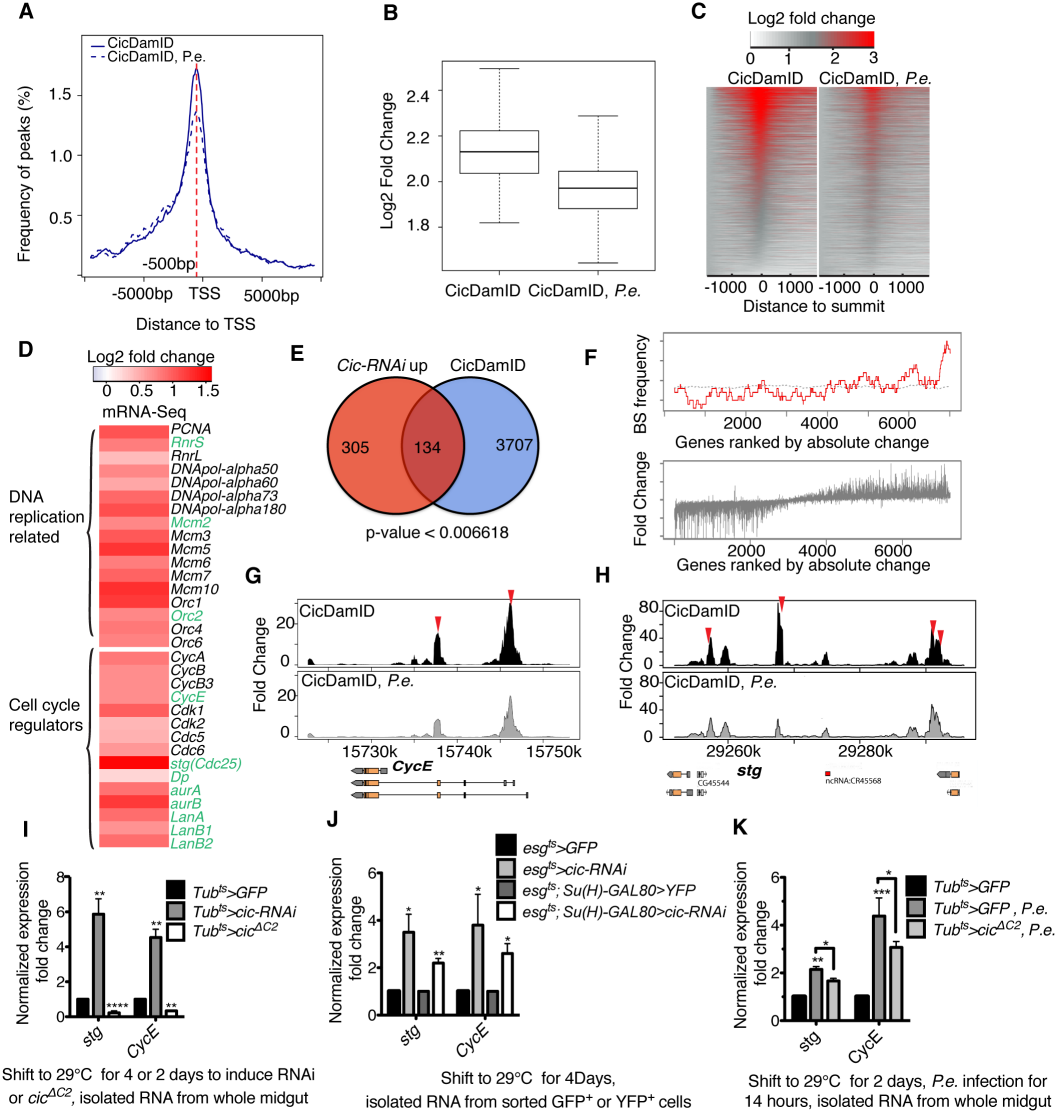
Cic targets genes in ISCs found by DamID-Seq. (A) Graph showing the location of Cic binding relative to annotated transcript TSSs. The distance is from the summit of the Cic peaks to the nearest TSS. Dashed red line showed the summit of the graph is 500bp away from TSS. (B) Box plot showing fold change of peaks in CicDamID and *P*.*e*. infected CicDam. (C) Heatmap showing fold enrichment of Cic peaks from Cic DamID-Seq without or with *P*.*e*. infection. Y axis represents genes associated with the Cic binding peaks. (D) Expression heatmap of cell cycle regulators and DNA replication related genes from RNA-Seq data from *cic-RNAi* expressing FACS sorted progenitor cells. The names of the genes that had Cic binding sites by DamID are written in green. (E) Venn diagram showing the overlap between genes upregulated > 1.5 fold upon *cic-RNAi* (left) and genes associated with Cic binding peaks (right) in ISC/EBs. (F) Graph showing correlation between genes upregulated in Cic-depleted progenitor cells, and the Cic-DamID peaks that changed significantly upon *P*.*e*. infection (upper panel). Lower panel show genes ranked by absolute expression change, and then plotted for expression fold change (bottom). (G, H) Cic binding sites in the *CycE* and *stg* loci, as determined by Cic DamID-Seq in ISC/EBs from control (above) and *P*.*e*. infected (below) midguts. Vertical bars represent the log2 ratio of the Dam-fusion signal to the Dam-only signal. Red arrows indicate TGAATG(G/A)A motifs. (I-K) mRNA level fold changes of *stg* and *CycE* analyzed by qRT-PCR and normalized to *β-Tub* and *Rp49*. (I) *stg* and *CycE* fold enrichment from whole midguts after knocking down or over expressing *cic* in all cells using the *tub* ^*ts*^ *(tubGal4; tubGal80ts)* driver. Transcription of both *stg* and *CycE* was induced in *cic* knock-down midguts and inhibitied in *cic* over-expressing midgut. (J) *stg* and *CycE* expression is upregulated in *cic*-depleted, FACS-sorted progenitor cells (ISC &EB) and ISCs. (K) *stg* and *CycE* expression fold change in *cic* over expressing midguts after *P*.*e*. infection. The induction of *stg* and *CycE* by *P*.*e*. infection was suppressed by *cic* ^*ΔC2*^ overexpression. Statistical significance was determined by Student’s t test (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Error bars in each graph represent standard deviations.

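RNA-Seq compared esg+ progenitor cells (ISCs and EBs), sorted by their GFP, from control midguts and from midguts in which *cic-RNAi* was driven for 4 days at 29°C, with 4 biological replicates of each. The mRNA was amplified before the libraries were made. The authors mapped the reads with Tophat2 version 2.0.9 to version 6 of the genome, counted them per gene with HTSeq-count version 0.5.4p5 in mode union, and deposited the number of reads on each gene in each library without normalization. Control libraries held between 17532469 and 21765334 counted reads, with a median of 20488264, and libraries labelled *cic-RNAi* held between 18020027 and 20333280, with a median of 19114095. Of the 17023 genes in the table, the 7807 with a CPM of at least 1 in at least 4 of the 8 libraries were tested. Libraries were scaled by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test with the replicate number as a block, because the methods state a paired design. On simulated counts with 200 changed genes, the same test recovered 94% of them, and 13 of its 201 calls were false. The planted changes were 1 or 2 on the log2 scale, and the counts were drawn from the fitted model. Recovery of smaller changes, and errors from differences between libraries outside that model, were not tried.
The depleted gene itself, *cic* (FBgn0262582, chromosome 3R from 20252770 to 20303942), was not lower by this test. Its CPM in replicates 1 to 4 was 44.6, 19.0, 27.9 and 32.3 in the controls and 30.6, 22.3, 26.9 and 32.1 in the libraries labelled *cic-RNAi*. The means were 30.9 ± 10.7 (SD, n = 4) and 28.0 ± 4.37 (SD, n = 4), a log2 fold change of -0.10 (standard error 0.123, adjusted p = 0.644 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in 3 of the 4 pairs, and without replicate 1 the log2 fold change was 0.05. Each library held between 327 and 949 reads on *cic*, and a count over the whole gene does not separate the endogenous mRNA from reads of the RNAi hairpin. The groups are therefore named by their labels.

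**Figure D1:**
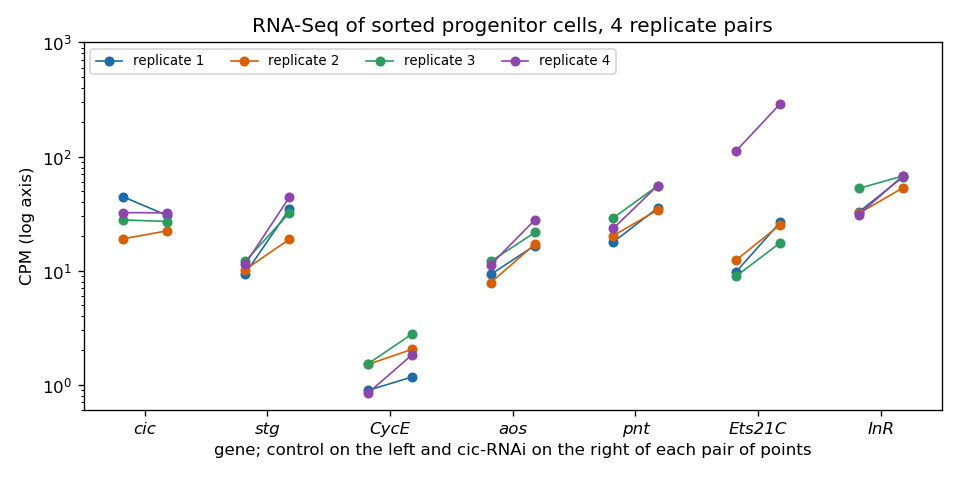
CPM of 7 genes in each RNA-Seq library on a log axis, with the control on the left and the library labelled cic-RNAi on the right of each pair of points and a line joining the 2 libraries of a replicate. In all 4 replicates stg, CycE, aos, pnt, Ets21C and InR were higher in the library labelled cic-RNAi, cic was higher in 1 of the 4, and Ets21C in replicate 4 (111.7 and 290.2 CPM) stood apart from the other replicates.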

To further understand how Cic regulates ISC proliferation we performed gene expression profiling using amplified mRNA from FACS-sorted esg+ progenitor cells that expressed *cic-RNAi*, and controls. As a way to identify potentially direct target genes of Cic, the RNA-Seq and DamID-Seq data sets were cross-compared. 

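At a fold change above 1.5 and an adjusted p below 0.1, 313 of the 7807 tested genes were higher in the libraries labelled *cic-RNAi* and 281 were lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fit with no replicate block gave the lowest numbers, with 1 gene called in each direction. No fold change minimum gave the highest, 828 higher and 804 lower, by construction. Without replicate 2 the numbers were 128 higher and 113 lower. The largest rises were in *lncRNA:CR44628*, from 0.0576 ± 0.0892 to 3.04 ± 3.09 CPM (SD, n = 4), a log2 fold change of 5.25 (standard error 0.735), and in *Cyp4p2*, from 0.631 ± 0.283 to 17.4 ± 6.31 CPM (SD, n = 4), a log2 fold change of 4.68 (standard error 0.375). They were followed by *CG32700* with a log2 fold change of 2.40, *cuff* with 2.38 and *mmd* with 2.15. *lncRNA:CR44628* had no read in 2 of the 4 controls, so its fold change depends on the prior count and is no bound. With each replicate left out in turn its log2 fold change ran from 4.12 to 7.08. Most of the reads of *CG32700* and *mmd* came from replicate 4. *mmd* lost its call without replicate 2 (adjusted p = 0.126 from edgeR's quasi-likelihood test) and without replicate 3 (adjusted p = 0.112 from this test), and its adjusted p over all alternatives ran from 0.00274 to 0.782. The largest falls were in *Cyp12d1-d* (log2 fold change -3.84), *CG34215* (-3.65), *CG15605* (-3.62), *Ugt49B1* (-3.05) and *CG34423* (-2.18). Each of these falls lies on chromosome 2R, as do the rises of *lncRNA:CR44628*, *Cyp4p2* and *cuff*. All 18 genes called lower with a fall of more than 1.5 on the log2 scale lie on chromosome 2. A difference in genetic background on this chromosome between the groups is a candidate explanation, so these changes need not come from *cic-RNAi*. *CG15605* lost its call without replicate 2 (adjusted p = 0.119 from edgeR's quasi-likelihood test) and without replicate 3 (adjusted p = 0.133), and its adjusted p over all alternatives ran from 0.000154 to 0.643. For *Cyp12d1-d* the log2 fold change was -6.79 without replicate 1. The other libraries labelled *cic-RNAi* held 0, 0.158 and 0.063 CPM, so this value also depends on the prior count and is no bound. With all replicates it was -5.51 by edgeR's likelihood ratio test and -5.95 by DESeq2. *CG34215* ran from -4.75 to -3.26 with each replicate left out in turn. *Cyp12d1-d* has a close copy, *Cyp12d1-p*, with which the counting could have split reads, so its value is uncertain. *Cyp4p2* also has related genes beside it. Of these 10 genes, only *Cyp4p2* kept its call in the fit with no replicate block.
For the comparison with Cic binding, all 3472 deposited peaks were used, and the background was the 7603 tested genes that the gene table names on a chromosome arm. A Cic peak was found at 132 of the 301 higher genes in this background (43.9%) and at 34.8% of the other tested genes, an odds ratio of 1.46 (Fisher's exact test, two-sided, p = 0.00164). Over all 313 higher genes, 136 had a peak. The difference rested in part on replicate 4: without it the odds ratio was 1.15 (p = 0.299, Fisher's exact test), and without replicate 1 it was 2.39. It was also not past 0.05 when only the gene nearest to the summit counted (odds ratio 1.22, p = 0.132, Fisher's exact test) or when peaks within 5 kb of either gene end counted (odds ratio 1.23, p = 0.106), rules that were set after the annotation had been seen.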

Amongst 439 transcriptionally up-regulated genes (>1.5 fold change, 90% CI) (S2 Table), a large fraction [134 genes, (S3 Table)] had Cic binding sites as defined by DamID (Fig 4E). We next examined the enrichment of the DamID peaks in the transcriptionally induced genes, ranked by absolute expression change in *cic* knockdown progenitor cells (see Materials and Methods). 

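A peak was called weakened here where its counterpart after *P.e.* infection had a lower log2 fold change, or where it had none, which held for 2023 of the 3472 peaks. Among the tested genes with a Cic peak, 79 of the 132 genes higher in the libraries labelled *cic-RNAi* (59.8%) had a weakened peak, and 66.4% of the other genes did. The odds ratio was 0.75 (Fisher's exact test, two-sided, p = 0.131), so by this rule weakened peaks were not more frequent among the higher genes on the scale of the deposited lists. The paper counts peaks that were significantly reduced, with a limit on the fold change. That limit was not applied here, so the rules differ. The comparison cannot be made on the scale of S1 Table, where nearly every peak counts as weakened by construction. Without replicate 2 the odds ratio was 0.58 (p = 0.0325, Fisher's exact test), again with weakened peaks less frequent among the higher genes. When only peaks with no counterpart after infection counted, 7 of the 132 higher genes had one, against 9.52% of the other genes (odds ratio 0.53, p = 0.123, Fisher's exact test). The lists give no test of the change at single peaks, so the peaks could not be limited to those that changed beyond replicate error.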

Cic binding peaks that were significantly reduced upon *P*.*e*. infection (< 2 fold change) were enriched in up-regulated genes from the RNA-Seq dataset (Fig 4F). Hence, the set of genes present in the overlapping set are likely to be direct target genes of Cic. Many cell cycle regulators and genes involved in DNA replication were upregulated in Cic-depleted progenitor cells (Fig 4D). In addition, a large portion of cell cycle control genes that were upregulated upon *cic-RNAi*, including *string (stg*, *Cdc25)* and *Cyclin E (CycE)*, had Cic binding sites (Fig 4D, 4G, and 4H). 

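Of the 32 genes written in Fig. 4D, 31 passed the CPM minimum, *Mcm10* being the exception. In the libraries labelled *cic-RNAi*, all 31 had a positive log2 fold change, from 0.24 in *Dp* to 1.54 in *stg* with a median of 0.76, and 30 were higher in each of the 4 pairs. Over all genes tested 22 of them were called higher, and 26 with the p-values adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The 22 include *PCNA*, *aurB*, *Cdk1*, *CycA*, *Mcm2*, *Mcm3*, *Mcm5*, *Mcm6* and *Mcm7*. *Mcm7* rose from 12.1 ± 6.53 to 24.6 ± 4.29 CPM (SD, n = 4), a log2 fold change of 1.15 (standard error 0.240, adjusted p = 0.0288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *aurB* rose from 11.0 ± 4.66 to 24.6 ± 4.55 CPM (SD, n = 4), a log2 fold change of 1.21 (standard error 0.147, adjusted p = 0.00885 from the same quasi-likelihood test). Without replicate 2 the number called fell to 12, without replicate 1 it fell to 14, and with no replicate block edgeR called none, with 18 at an unadjusted p under 0.05. The median stayed between 0.71 and 0.83 in these fits and under the other alternatives.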

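By the rule of an overlapping peak or the nearest gene, 13 of the 31 tested genes of Fig. 4D had a Cic peak, against 2673 of the 7603 genes of the background. Of the 13, 9 were among the 22 called higher: *Mcm2*, *Orc2*, *CycA*, *Cdk1*, *stg*, *aurB* and the laminin genes *LanA*, *LanB1* and *LanB2*. Within 5 kb of either gene end, 20 of the 31 had a peak, against 4522 of the 7603. *stg* (FBgn0003525, chromosome 3R from 29251826 to 29255800) rose from 10.8 ± 1.20 to 32.4 ± 10.4 CPM (SD, n = 4), a log2 fold change of 1.54 (standard error 0.195, adjusted p = 0.00951 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn it was called each time, at adjusted p-values between 0.00522 and 0.0529 from the quasi-likelihood test. With no replicate block its adjusted p was 0.193, the highest under any alternative, the lowest being 5.81e-11 from edgeR's likelihood ratio test. *CycE* (FBgn0010382, chromosome 2L from 15727581 to 15748150) was near the limit of detection, with 15 to 53 reads per library. It rose from 1.19 ± 0.375 to 1.96 ± 0.667 CPM (SD, n = 4), a log2 fold change of 0.70 (standard error 0.254). It was higher in all 4 pairs but not called (adjusted p = 0.117 from the same quasi-likelihood test), whereas edgeR's likelihood ratio test called it (adjusted p = 0.0712, against 0.118 to 0.685 under the other alternatives). From the genes that were both higher upon *cic-RNAi* and bound by Cic, the paper proposes a set of direct Cic target genes.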

To further assess the reliability of this approach we examined the occupancy of Cic on its previously characterized direct target gene-*aos* [39]. 

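*aos* (FBgn0004569) spans 16470386 to 16483650 on chromosome 3L of release 6. The deposited list without infection holds 2 peaks there. The peak from 16478850 to 16482525 had a fold change of 5.29 over Dam-only, more than 83.0% of the peaks in the list, and a peak overlapping it after infection, from 16481025 to 16482675, had a fold change of 2.17. The log2 difference of -1.29 is 1 of the 153 falls of more than 1. The peak from 16482750 to 16486275, which runs past the end of the gene, had a fold change of 5.47 and no overlapping peak after infection. The infected list also holds a peak from 16476075 to 16478400 in *aos*, with a fold change of 4.47, which overlaps no peak of the list without infection. Neither list gives an error for a peak.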

Our DamID-Seq data showed that *aos* contained two Cic binding sites within its enhancer, and that their occupancy was significantly reduced after *P*.*e*. infection (S4B Fig). The significant induction of *aos* transcription was verified both by RNA-Seq and qRT-PCR data from FACS-sorted progenitor cells expressing *cic-RNAi* (S4C Fig).

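In the RNA-Seq libraries *aos* was at 10.1 ± 1.91 CPM (SD, n = 4) in the controls and at 20.8 ± 5.22 CPM (SD, n = 4) in the libraries labelled *cic-RNAi*, a log2 fold change of 1.03 (standard error 0.119, adjusted p = 0.00797 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in each of the 4 pairs, with 135 to 440 reads per library. Leaving out each replicate in turn gave log2 fold changes between 0.92 and 1.10, with *aos* called each time. With no replicate block the log2 fold change was 1.05 and *aos* was not called (adjusted p = 0.232, over a range from 6.72e-11 to 0.232 under the alternatives).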

Having confirmed the reliability of our approach for identifying genes that are repressed by Cic in ISCs, we focused on genes likely to contribute to ISC proliferation. We were interested in *stg* and *CycE* because they are transcriptionally induced in proliferating ISCs [42], required for ISC divisions, and also sufficient to induce sustained ISC division when co-overexpresssed [42]. To further test whether Cic regulates the transcription of *stg* and *CycE* we measured their normalized expression ratios in gain- or loss-of-function Cic midguts via RT-qPCR (Fig 4I–4K). The *stg* and *CycE* mRNAs were significantly increased in Cic-depleted midguts, and decreased in midguts expressing the dominant active Cic^ΔC2^. Strong inductions of *stg* and *CycE* were also observed in Cic-depleted progenitor cells or ISCs purified using FACS (Fig 4J). Moreover, both the *stg* and *CycE* loci had multiple strong Cic-Dam-ID binding peaks containing TGAATG(G/A)A motifs, and binding these peaks were reduced by *P*.*e*. infection (Fig 4G and 4H). 

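Within *stg* or 5 kb of its ends the list without infection holds 3 peaks. From 29253900 to 29256300 the fold change was 3.17 without infection and 3.38 after it, from 29256450 to 29258325 it was 3.90 and 4.02, and from 29258475 to 29260275 it was 5.06 and 3.83. In the 40 kb beyond the end of *stg*, a region chosen after seeing the data to match Fig. 4H, there were 7 peaks, these 3 included. Of the 7, 2 were lower after infection, with log2 differences of -0.40 and -0.17, and 5 were higher by up to 0.18. At 4 of them the change was below 0.1 in either direction. *CycE* holds 2 peaks. From 15737250 to 15738750 the fold change rose from 2.63 to 3.31, and from 15744675 to 15747600 it was 4.92 without infection and lower by a log2 difference of -0.37 after it. The stronger of these 2 peaks exceeded 79.3% of the list without infection. Without replicates per peak, none of these differences can be set against an error. Their directions hold on the scale of the deposited lists, from which S1 Table differs by more than any of these rises. TGAATG(G/A)A motifs were not searched, as no genome sequence was used here.

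**Figure D2:**
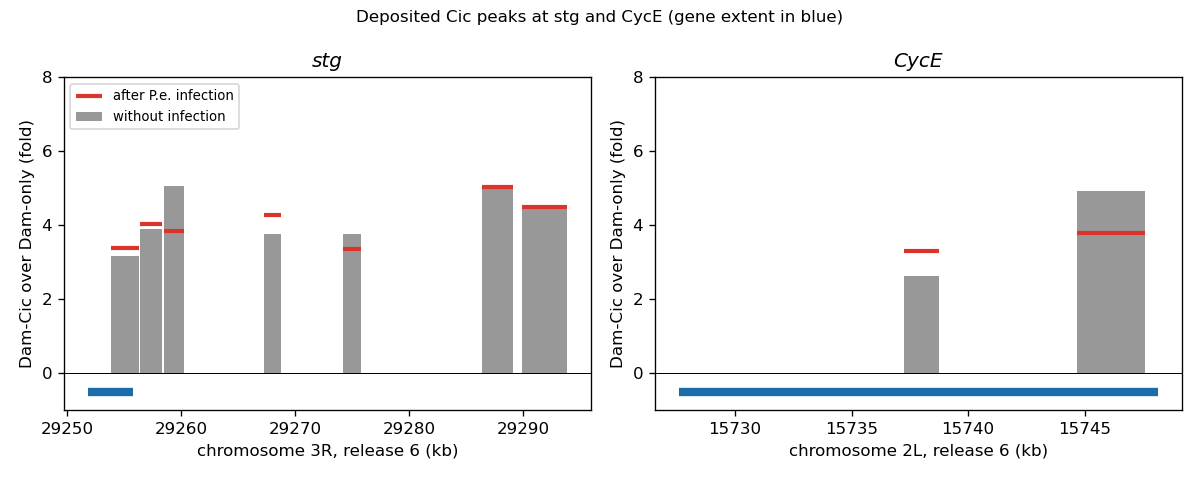
Fold change of Dam-Cic over Dam-only at the peaks of the stg region (left) and of CycE (right) against the position in kb. Grey bars are the peaks without infection, red lines the overlapping peaks after P.e. infection drawn over the same extent, and blue lines the genes. On this scale of the deposited lists, the red lines lie below the bars at 2 of the 7 peaks near stg and at 1 of the 2 peaks in CycE.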

Consistently, the induction of *stg* and *CycE* transcription upon *P*.*e*. infection was significantly repressed by Cic^ΔC2^ overexpression (Fig 4K). These data support the notion that Cic controls ISC cell cycle progression by directly repressing transcription of *stg* and *CycE* via binding sites in their regulatory regions.

### Cic represses *pnt* and *Ets21C*

It has been suggested that Cic might regulate the transcription of certain members in a subfamily of ETS transcription factors [29,31]. Consistent with this, we identified the *Drosophila* ETS transcription factors *pnt* and *Ets21C* as potential *Cic* direct target genes by both RNA-Seq and DamID-Seq (Figs 5 and S5). These genes contain Cic binding sites, were highly expressed in midgut progenitor cells, and were significantly induced upon infection or *cic* depletion or mutation. 

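*pnt* (FBgn0003118) was at 22.7 ± 4.85 CPM (SD, n = 4) in control progenitor cells and at 45.0 ± 12.0 CPM (SD, n = 4) in the libraries labelled *cic-RNAi*, a log2 fold change of 0.98 (standard error 0.116, adjusted p = 0.00857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ets21C* (FBgn0005660) was higher by a log2 fold change of 1.22 (standard error 0.121, adjusted p = 0.00632 from edgeR's quasi-likelihood test). Its level differed far more between replicates than between groups. The controls held 9.77, 12.4, 8.94 and 111.7 CPM in replicates 1 to 4 and the libraries labelled *cic-RNAi* 26.5, 25.3, 17.6 and 290.2. Without replicate 4 the log2 fold change was 1.15, with the call kept. Both genes were higher in all 4 pairs. With no replicate block neither was called, with adjusted p-values of 0.325 for *pnt* and 0.850 for *Ets21C*. Of the 7 genes written in Fig. 5A, *Ets65A*, *Ets96B* and *Ets98B* were below the CPM minimum, and of the 4 tested only *pnt* and *Ets21C* were called higher. *Ets97D* was not called (log2 fold change -0.02). *Ets21C* lies on chromosome 2L from 544925 to 552923, and 1 Cic peak, from 552450 to 554025, overlaps its end. The fold change of that peak was 6.91 without infection, above 90.8% of the list, and 9.62 after infection on the scale of the deposited lists. This rise is smaller than the difference between that scale and the one of S1 Table.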

Notably, induction of *pnt* and *Ets21C* was detected in FACS-sorted ISCs depleted of Cic (Fig 5B). Moreover, the induction of *pnt* and *Ets21C* expression by *P*.*e*. infection was suppressed when the dominant active form, Cic^ΔC2^ was overexpressed (Fig 5D). Similar effects were observed when Cic was either depleted or overexpressed in whole midgut samples (Figs 5C and S5C). These data suggest that Cic also regulates *pnt* and *Ets21C* transcription in *Drosophila* midgut ISCs, by directly binding to these loci. As in the case of *stg* and *CycE*, this regulation appeared to be modulated by *P*.*e*. infection, most likely in a MAPK-dependent manner.

**Fig 5:**
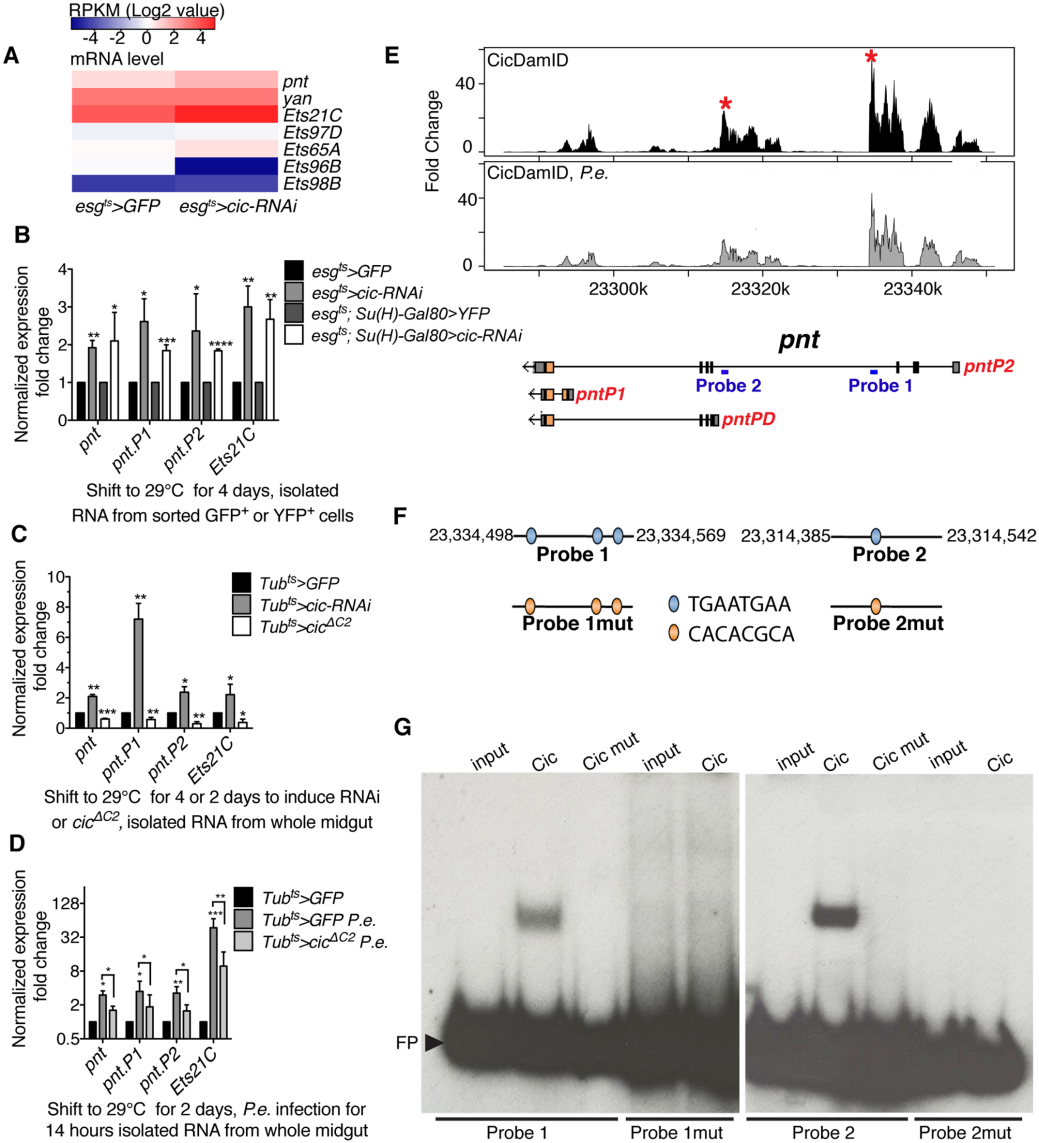
Cic regulates Pnt expression through binding to its genomic locus. (A) Heatmap of mRNA levels indicating RPKM values from RNA-Seq data from control and *cic-RNAi* expressing, FACS-sorted progenitor cells. (B-D) Relative expression of *pnt*, *pntP1*, *pntP2* and *Ets21c* as analyzed by qRT-PCR and normalized to *β-Tub* and *Rp49*. (B) Fold change of expression from the *cic* depleted FACS-sorted progenitor cells and ISCs. (C) *pnt*, *pntP1*, *pntP2* and Ets21C were upregulated in *cic* knock down midguts and downregulated in *cic* overexpressing midguts. (D) Expression change in *cic* overexpressed midgut after *P*.*e*. infection. Error bars represent standard deviation. Statistical significance was determined by Student’s t test (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). (E) Cic binding sites in the *pnt* locus, as determined by Cic DamID-Seq of esg+ progenitor cells from control and *P*.*e*. infected midguts. Vertical bars represent the log2 ratio of the Dam-fusion signal to the Dam-only signal. Peaks also found in Cic ChIP-Seq from embryos are marked by asterisks. Positions of EMSA probes from the *pnt* locus are indicated by blue bars. (F) Diagram of probes containing TGAATGAA sites. These sites were replaced with other sequences in probes 1 and 2 to generate probes 1mut and 2mut. (G) DNA binding of Cic and HMG-box mutated Cic to probe 1 or 1mut (left panel). DNA binding of Cic and HMG-box mutated Cic to probe 2 or probe 2mut (right panel). FP indicates “free probes.”

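*pnt* runs from 23290231 to 23346167 on chromosome 3R of release 6, and the list without infection holds 6 peaks that overlap it. After infection the deposited fold change was lower at 2 of them and higher at 4, by less at each than the difference between the deposited scale and that of S1 Table. The strongest without infection, from 23334300 to 23339100, had a fold change of 6.04, and of 6.39 after infection. For the peak from 23313900 to 23316450 the fold change was 5.13 and 6.57. The lower ones were the peak from 23341125 to 23344125, at 4.31 and 3.76, and the peak from 23345025 to 23348700, at 5.14 and 4.89. The remaining peaks, from 23295075 to 23297400 and from 23320350 to 23322450, went from 1.89 to 2.33 and from 4.02 to 4.27. The EMSA probes were not placed on these peaks, since their coordinates are not given in the sources used here.

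**Figure D3:**
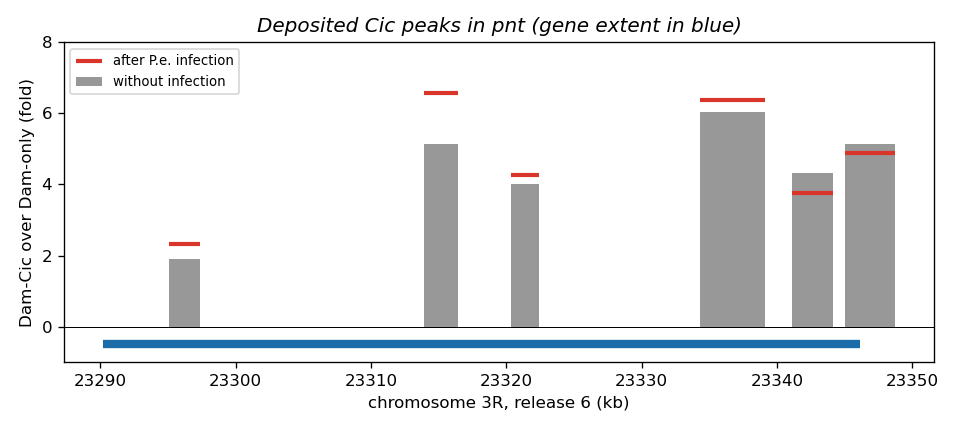
Fold change of Dam-Cic over Dam-only at the 6 peaks of pnt against the position on chromosome 3R in kb. Grey bars are the peaks without infection, red lines the overlapping peaks after P.e. infection drawn over the same extent, and the blue line is the gene. On this scale of the deposited lists, the red lines lie above the bars at 4 of the 6 peaks.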

### Cic represses *pnt* via a TGAATGAA motif

The HMG box of Human Cic binds to TGAATG(G/A)A octamers *in vitro* [31]. This motif was also verified as a Cic binding sequence in several Cic target genes in *Drosophila* embryos and wing discs [39]. Notably, the TGAATG(G/A)A motif was observed in 692/2279 Cic binding sites in our DamID-Seq dataset (p-value = 3.045475× 10^−11^). Each of the four Cic target genes discussed above contained more than one TGAATG(G/A)A motifs in its Cic binding sites. Moreover, TGAATGAA motifs found in the *pnt* locus also mapped to Cic binding sites that we determined from *Drosophila* embryo ChIP-Seq (Fig 5E). This suggests that Cic may bind to the *pnt* locus via TGAATGAA octamers, and that the occupancy of Cic at the *pnt* locus may also be conserved in different *Drosophila* cell types. To further evaluate this hypothesis we performed electrophoretic mobility shift assay (EMSA). Cic showed specific binding to two DNA fragments from the *pnt* locus that were identified as prominent *in vivo* Cic binding peaks by DamID-Seq and ChiP-Seq (Fig 5F and 5G). Importantly, the EMSA interaction was lost when the HMG-box in Cic was mutated, or when the TGAATGAA motifs were mutated. These data strongly support the idea that Cic directly regulates *pnt* transcription by directly binding to TGAATGAA motif in *pnt* locus.

### Pnt regulates ISC proliferation as a direct target of Cic

Pnt is believed to be a downstream effector of EGFR signaling in developing *Drosophila* eyes [43,44,45]. The *pnt* locus produces two alternative transcripts that encode two different protein isoforms: PNTP1 and PNTP2 [44]. PNTP1 was proposed to be a constitutive activator of transcription, whereas PNTP2 has a PNT (pointed) domain that was reported to be phosphorylated by MAP kinase *in vitro* [45]. The mutant protein, PNTP2^T151A^, which cannot be phosphorylated *in vitro*, was unable to rescue *pnt* phenotype in eyes but instead enhanced the mutant phenotype, suggesting that the PNT domain is an auto-inhibitory domain that can be inactivated by MAPK-dependent phosphorylation [45]. Furthermore PNTP2 is thought to induce transcription of PNTP1, which might thereby encode the final nuclear effector of the EGFR pathway in eye discs [43]. In the midgut, we found an interesting interaction between Pnt and Cic: *pntP1* and *pntP2* were both induced when Cic was depleted, and both decreased when Cic was overexpressed (Figs 5B, 5C, and S5A). The expression of transcripts encoding both isoforms was also increased in *P*.*e*. infected guts (Figs 5D and S5B). This raises the possibility that *pnt* might be an important downstream effector of Cic in controlling ISC proliferation. To test this we over-expressed either *pntP1* or *pntP2* in progenitor cells using the *esg* ^*ts*^ or *Dl* ^*ts*^ driver systems. After 4 days of transgene induction a dramatic increase in ISC division was evident in response to either *pntP1* or *pntP2* (Figs 6A–6B, 6I, and S6A–S6B). Conversely, mutant clones that were generated using a *pnt* null allele (*pnt* ^*Δ88*^) [46] did not grow past the 2-cell stage (S6D Fig). Moreover, when we depleted *pnt* in progenitor cells by expressing a *pnt-RNAi* that recognizes both isoforms, or generated homozygous *pnt* null mutant ISCs via MARCM, ISC proliferation after *P*.*e*. infection was suppressed (Figs 6C–6D, 6J, and S6E). Next, we investigated the functional significance of the inhibition of *pnt* expression by Cic. Whereas loss of Cic function induced massive ISC proliferation, inhibiting both isoforms of *pnt* in this context suppressed this over-proliferation (Figs 6G–6H, 6K and S6F–S6G). Conversely, when we over-expressed either *pntP1* or *pntP2* in ISCs that also overexpressed Cic^ΔC2^, the inhibitory effect of Cic^ΔC2^ on proliferation was bypassed and the cells divided (Figs 6F, 6L and S6C). Hence, a significant fraction of the ISC over proliferation caused by Cic knockdown can be attributed to Cic’s effects on *pntP1 and pntP2*

**Fig 6:**
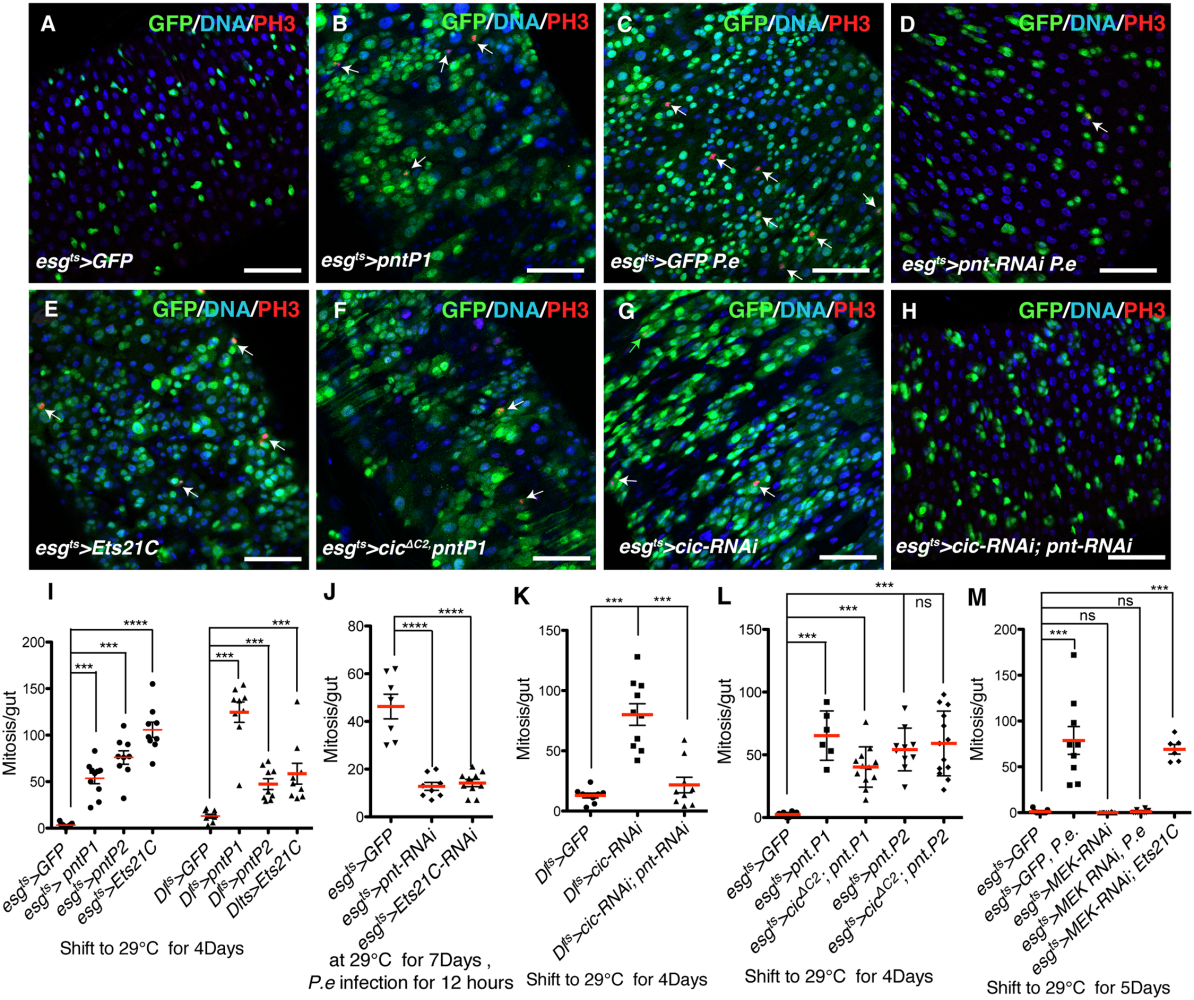
Cic controls ISC proliferation by regulating *pnt* transcription. (A–E) Effects caused by *pntP1* overexpression and RNAi’s. Transgenes were induced using the *esg* ^*ts*^ system at 29°C for 4 days, and samples were stained for GFP (green), DNA (blue) and mitoses (PH3, red). White arrows pointing out PH3 signals. (A) Control adult midgut. (B) *pntP1* overexpressing midgut after 4 days induction at 29°C. (C) Control midgut after 12 hours *P*.*e*. infection. (D) *pnt* knockdown midgut after 12 hours *P*.*e*. infection. Fewer GFP+ and PH3+ cells are observed. (E) *Ets21C* overexpressing midgut, showing more PH3+ ISCs (arrows) and GFP+ ISCs and EBs (green). (F-H) Ectopic expression or loss of *pnt* bypasses ISC phenotypes caused by *cic* overexpression or depletion. (F) *pnt* and *cic* ^*ΔC2*^ co-over-expressing midgut after 4 days induction at 29°C. GFP+ progenitor cells were still able to proliferate. (G) *cic* knockdown adult midgut and (H) *pnt*, *cic* double knockdown midgut. The increased number of progenitor cells marked by GFP upon *cic* knockdown was decreased by also knocking down *pnt*. (I-L) Quantification of PH3+ cells in adult midguts of the indicated genotypes. (I) *pntP1*, *pntP2* or *Ets21C* overexpression driven by *esg* ^*ts*^ or *Dl* ^*ts*^. All the *pntP1*, *pntP2* and *Ets21C* overexpressing midguts contained more dividing ISCs. (J) *pnt* or *Ets21C* knockdown midguts after *P*.*e*. infection. ISC mitoses caused by *P*.*e*. infection were reduced in *pnt* or *Ets21C* knockdown midguts. (K) *pnt* and *cic* knock down using *Dl* ^*ts*^ system. Fewer mitotic ISCs were observed in the *pnt* and *cic* double knockdown midgut than the *cic* knockdown midgut. (L) *pnt* and *cic* ^*ΔC2*^ co-overexpressing midguts. *cic* ^*ΔC2*^ overexpression could not inhibit ISC mitoses caused by *pnt* overexpression. (M) Quantification of PH3+ cells from adult midguts following *P*.*e*. infection. *MEK-RNAi* completely blocked infection-driven ISC mitoses, but could not inhibit ISC proliferation driven by overexpressed Ets21c. Statistical significance was determined by Student’s t test (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Error bars in each graph represent standard deviation. Scale bars represent 50μm.

Interestingly, mutant clones generated using a *pntP1* specific mutant allele, *pnt* ^*Δ33*^ [45,47], or a *pntP2* specific mutant allele, *pnt* ^*Δ78*^ [45,47], grew normally. However ISCs mutant for the *pnt* null allele *pnt* ^*Δ88*^ did not expand (S6D Fig). In addition, *pnt* ^*Δ33*^ and *pnt* ^*Δ78*^ homozygous clones in which *cic* was depleted by RNAi had similar numbers of cells to *cic*-depleted control clones (*i*.*e*. they overgrew), whereas *pnt* ^*Δ88*^ null mutant clones contained significantly fewer cells (S6G Fig). These data not only support our conclusion that *pnt* is required for ISC proliferation as a target of Cic, but show that PNTP1 and PNTP2 have redundant function in regulating ISC proliferation. Furthermore, *pntP2* homozygous mutant ISCs did not appear to have any defect in proliferation upon *P*.*e*. infection (S6E Fig). Overall these results indicate that *pntP2*, the isoform proposed to be activated directly by MAKP phosphorylation [45], is not specifically required in ISC proliferation.

Pnt is the *Drosophila* ortholog of the human ETS2 transcription factor and has a conserved ETS-type DNA binding domain, while Ets21C is the *Drosophila* ortholog of the human proto-oncogene ERG. In addition to having Cic binding sites, RT-PCR and RNA-Seq data showed that Ets21C was highly induced upon *P*.*e*. infection (Figs 5A and S5C). Moreover RNAi mediated depletion experiments indicated that Ets21C was also required for ISC proliferation in response to *P*.*e*. infection (Fig 6J). Over-expression of *Ets21C* caused a strong increase of ISC division (Fig 6E and 6I) suggesting that transcriptional induction of *Ets21C* could promote ISC proliferation. Furthermore, ectopic expression of *Ets21C* in progenitor cells could bypass the strong growth-suppressive effect of depleting MEK (Fig 6M). These data indicated that Cic controls ISC proliferation in part by regulating *Ets21C* transcription.

Finally, we tested whether Yan, an inhibitory ETS type transcription factor, reported to be MAPK responsive and to compete with Pointed for binding to common sites on the DNA [45,48,49], had an opposite function in ISCs. Although *yan* mRNA is expressed in the midgut (Fig 5A), *yan* depletion from ISCs did not produce a detectable effect (S6F Fig). 

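In the RNA-Seq libraries *yan*, which the files list as *aop* (FBgn0000097), was at 30.9 ± 7.79 CPM (SD, n = 4) in control progenitor cells and at 31.2 ± 5.68 CPM (SD, n = 4) in the libraries labelled *cic-RNAi*. The log2 fold change was 0.03 (standard error 0.120, adjusted p = 0.876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the gene was higher in 2 of the 4 pairs.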

Two independent *yan-RNAi* lines were used, both of which were proven to be effective by qRT-PCR (S6H Fig). In summary these observations suggest that EGFR signaling controls ISC growth and division by regulating the activity of Cic, Pnt and Ets21C but not Yan, and that Cic directly represses *pntP1*, *pntP2* and *Ets21C* in this context.

## Discussion

It is well established that EGFR signaling is essential to drive ISC growth and division in the fly midgut [10,11,12]. However, the precise mechanism via which this signal transduction pathway activates ISCs has remained a matter of inference from experiments with other cell types. Moreover, despite a vast literature on the pathway and ubiquitous coverage in molecular biology textbooks, the mechanisms of action of the pathway downstream of the MAPK are not well understood for any cell type. From this study, we propose a model summarized in Fig 7. Multiple EGFR ligands and Rhomboid proteases are induced in the midgut upon epithelial damage, which results in the activation of the EGFR, RAS, RAF, MEK, and MAPK in ISCs. MAPK phosphorylates Cic in the nucleus, which causes it to dissociate from regulatory sites on its target genes and also translocate to the cytoplasm. This allows the de-repression of target genes, which may then be activated for transcription by factors already present in the ISCs. The critical Cic target genes we identified include the cell cycle regulators *stg (Cdc25)* and *Cyclin E*, which in combination are sufficient to drive dormant ISCs through S and M phases, and *pnt* and *Ets21C*, ETS-type transcriptional activators that are required and sufficient for ISC activation.

**Fig 7:**
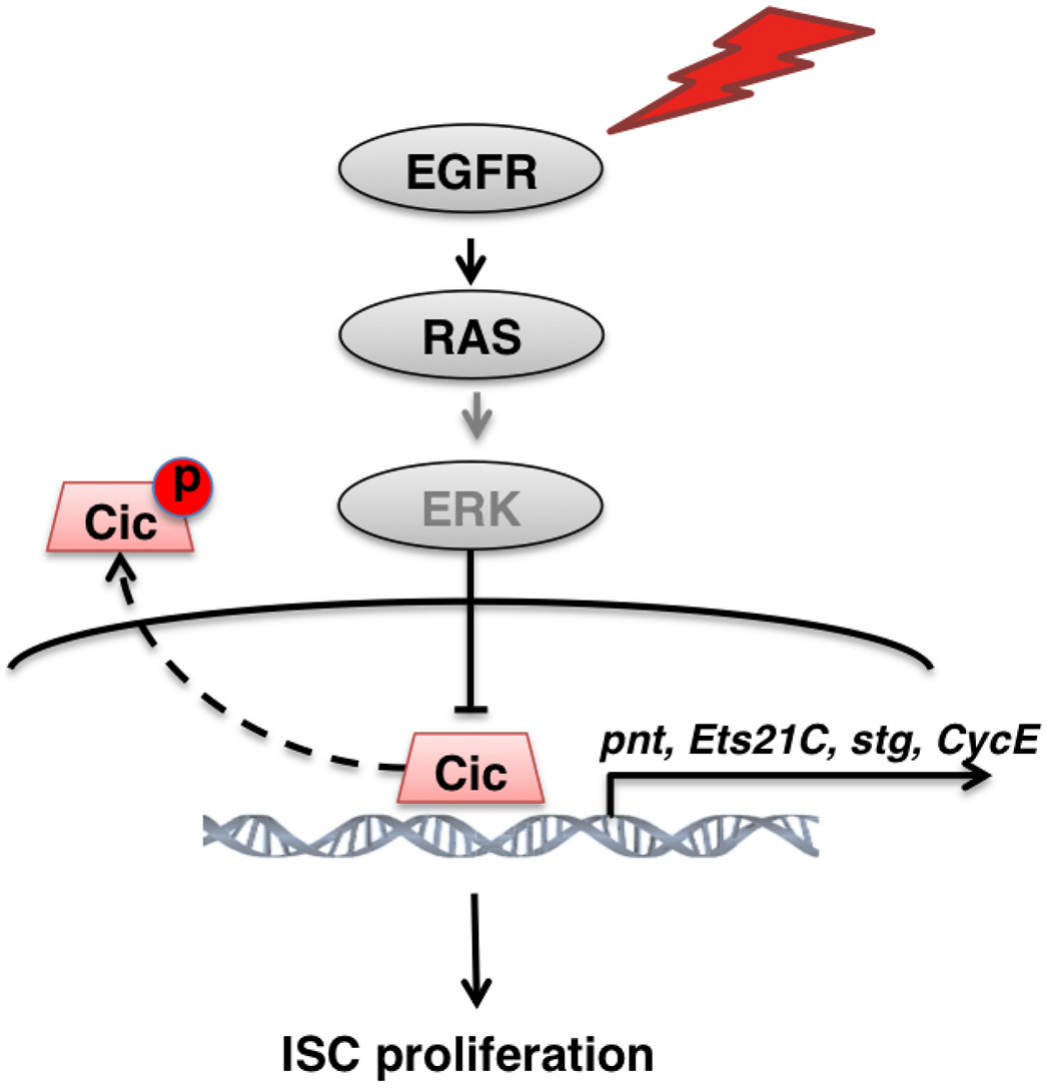
Model for Cic control of Drosophila ISC proliferation. Upon damage, activated EGFR signaling mediates activation of ERK, which phosphorylates Cic, and relocates it to the cytoplasm. As a result, *stg*, *CycE*, *Ets21C* and *pnt* transcription are relieved from Cic repression, and induce ISC proliferation.

Although we found more than 2000 Cic binding sites in the ISC genome, not all of the genes associated with these sites were significantly upregulated, as assayed by RNA-Seq, upon Cic depletion. 

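Over all genes, a Cic peak went with little change of expression in either direction. A peak was present at 2673 of the 7603 tested genes of the background, and their median log2 fold change in the fit used for the set test was 0.011, against 0.0098 at the genes with no peak. The mean difference was 0.028, and camera with a preset correlation of 0.01, which gave the opposite sign, had p = 0.988. It was not past 0.05 under fry (p = 0.833), with an estimated correlation (p = 0.995), or for the stronger 50% of peaks (p = 0.595). Genes with a peak were longer, with a median of 5096 bp against 2182.5 bp (gene start to end), and more highly expressed, with a median log2 CPM of 4.60 against 3.78. A permutation within 100 classes of like expression and length did set the means apart, by 0.034 on the log2 scale (two-sided p = 0.001 from 10000 permutations), but it permuted genes and not libraries. Of the 8 splits of the libraries that part all pairs, 6 gave a mean difference at least as large in either direction as the real split, which is 1 of the 6. Chance can therefore not be excluded. In the other direction, 63 of the 278 genes lower in the libraries labelled *cic-RNAi* had a peak (22.7%), fewer than the 35.6% of the other genes (odds ratio 0.53, Fisher's exact test, two-sided, p = 5.02e-06). By Fisher's exact test this difference was not past 0.05 without replicate 2 (odds ratio 0.74, p = 0.164) or with no count filter (odds ratio 0.77, p = 0.0766).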

One possible explanation for this is that Cic binding sites from DamID-Seq were also associated with other types of transcription units (miRNAs, snRNAs, tRNAs, rRNAs, lncRNAs) that were not scored for activation by our RNA-Seq analysis. Indeed a survey of the Cic binding site distributions suggests this (S5 Table). This might classify some binding sites as non-mRNA-associated. However, it is also possible that many Cic target genes may require activating transcription factors that are not expressed in ISCs. Such genes might not be strongly de-repressed in the gut upon Cic depletion.

In other *Drosophila* cells MAPK phosphorylation is thought to directly inactivate the ETS domain repressor Yan, and to directly activate the ETS domain transcriptional activator Pointed P2 (PNTP2) [45,50]. In fact Pnt and Yan have been shown to compete for common DNA binding sites on their target genes [45,48,49]. Thus, previous studies proposed a model of transcriptional control by MAPK based solely on post-translational control of the activity of these ETS factors. However, we found that Pnt and Ets21C were transcriptionally induced by MAPK signaling, and could activate ISCs if overexpressed, and that depleting *yan* or *pntP2* had no detectable proliferation phenotype. In addition, overexpression of PNTP2 was sufficient to trigger ISC proliferation, suggesting either that basal MAPK activity is sufficient for its post-translational activation, or that PNTP2 phosphorylation is not obligatory for activity. Moreover, *pntP2* loss of function mutant ISC clones had no deficiency in growth (S6D Fig) even after inducing proliferation by *P*.*e*. infection, which increases MAPK signaling (S6E Fig). These observations indicate that the direct MAPK→PNTP2 phospho-activation pathway is not uniquely or specifically required for ISC proliferation. Or results suggest instead that transcriptional activation of *pnt* and *Ets21c* via MAPK-dependent loss of Cic-mediated repression is the predominant mode of downstream regulation by MAPK in midgut ISCs.

In addition to activating ISCs for division, EGFR signaling activates them for growth. Previous studies showed loss of EGFR signaling prevented ISC growth and division, and that ectopic *Ras* ^*V12*^ expression could accelerate the growth not only of ISCs but also post-mitotic enteroblasts [11]. Similarly, our study shows that loss of *cic* caused ISC clones to grow faster than controls, by increasing cell number as well as cell size (Figs 1H and S2C–S2H). For instance, increased size of GFP^+^ ISCs and EBs was observed when *cic-RNAi* was induced by the *esg* ^*ts*^ *or esg* ^*ts*^ *F/O* systems (Figs 1B, 6G and S2B). Therefore, in our search for Cic target genes we specifically checked probable growth regulatory genes such as Myc, Cyclin D, the Insulin/TOR components InR, PI3K, S6K and Rheb, Hpo pathway components, and the loci encoding rRNA, tRNAs and snRNAs. 

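In the list without infection, 5 peaks lay in *InR* or within 5 kb of its ends (chromosome 3R from 21570248 to 21619321). The strongest, from 21586725 to 21593100, had a fold change of 13.1 over Dam-only and 7.60 after *P.e.* infection, and it exceeded 97.2% of the peaks of the list. The infected list holds 6 peaks there, of which the one from 21584475 to 21586200, with a fold change of 4.68, overlaps no peak of the list without infection. *Akt1* (3R from 16099228 to 16105670) had 2 peaks by the same rule, 1 of them in the gene body from 16097400 to 16101000 with a fold change of 3.77. *Rheb* (3R from 5568921 to 5570491) also had 2, the stronger from 5570250 to 5572275 with a fold change of 4.54. *Src42A* (2R from 5981844 to 6012795) and *yki* (2R from 24065975 to 24068485) had 1 peak each, with fold changes of 2.36 and 3.90, and both peaks lay outside the gene body. None of these peaks except the strongest of *InR* passed a log2 fold change of 3. Of the 23 genes of S4 Table with coordinates, 20 had at least 1 peak within 5 kb and 15 in the gene body. In this count the entry Cdk4 was taken by its identifier (FBgn0004107), which the gene table names *Cdk2*.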

We found that Cic bound to the InR, Akt1, Rheb, Src42A and Yki loci. However, of these only InR mRNA was significantly upregulated in Cic-depleted progenitor cells (S4 Table). 

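*InR* (FBgn0013984) was at 37.0 ± 10.4 CPM (SD, n = 4) in the controls and at 63.7 ± 7.05 CPM (SD, n = 4) in the libraries labelled *cic-RNAi*, a log2 fold change of 0.81 (standard error 0.146, adjusted p = 0.0205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was higher in all 4 pairs. With each replicate left out in turn its log2 fold change lay between 0.70 and 0.97 and it was called each time. With no replicate block it was not called (adjusted p = 0.376 from edgeR's quasi-likelihood test, over a range from 2.97e-05 to 0.376 under the alternatives). *Akt1* also passed the adjusted p, with 0.0202 from this quasi-likelihood test, but its log2 fold change of 0.49 was below that of a 1.5-fold change. Without replicate 2 its adjusted p was 0.110, and under all alternatives it lay between 0.000417 and 0.369. *Rheb* fell by 0.33 on the log2 scale (adjusted p = 0.0699 from edgeR's quasi-likelihood test), also below 1.5-fold, and with each replicate left out in turn its adjusted p lay between 0.115 and 0.222. *Src42A* (log2 fold change -0.02) and *yki* (-0.19) were not called. Over the 24 genes of S4 Table, 15 had a positive log2 fold change, and *InR* was the only gene called higher, over all genes tested and with the p-values adjusted over the list alone. By edgeR, as by DESeq2, none was called lower, although 3 genes were lower at an unadjusted p under 0.05. Of these, *Pi3K59F* (log2 fold change -0.57) was called lower without replicate 1.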

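Within 5 kb of a peak of the list without infection lay 128 of 290 annotated tRNA genes, against 82.4 on average over 200 random moves of the peaks, and 191 of 269 snoRNA genes, against 75.9. In none of the 200 moves were there as many. For snRNA genes the number was 8 of 32, against 8.77 after random moves. For lncRNA or antisense RNA genes it was 854 of 2498, against 757.7, and for miRNA genes 91 of 260, against 73.0. Protein coding genes also exceeded the moves, with 6185 of 13946 (44.4%) within 5 kb of a peak, against 5108. The share was 44.1% for tRNA, 34.2% for lncRNA or antisense RNA and 71.0% for snoRNA genes. An excess over random moves was thus not particular to non-coding genes. Peaks overlapped 51 of the tRNA genes, 30 of the snoRNA genes and 3 of the snRNA genes themselves. None of the 96 annotated 5S rRNA genes lay within 5 kb of a peak, but they form 1 cluster, so they count as 1 place in the genome. No 28S rRNA gene was annotated on the chromosome arms, and none was analysed here. Many of these genes lie in clusters or within protein coding genes, and the tRNA genes make up 107 places when those within 50 kb are joined, so the number of genes overstates the number of independent sites.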

In surveying the non-protein coding genome, we found that Cic had binding sites in many loci encoding tRNA, snRNA, snoRNA and other non-coding RNAs (S5 Table), though not in the 28S rRNA or 5S rRNA genes (S4 Table). Due to the method we used for RNA-Seq library production, our RNA expression profiling experiments could not detect expression of these loci, and so it remains to be tested whether Cic may regulate some of those non-coding RNA’s transcription to control cell growth. It is also possible that Cic controls cell growth regulatory target genes indirectly, for instance via its targets Ets21C and Pnt, which are also strong growth promoters in the midgut (Figs 6A–6B, 6E and S6A–S6B). But given that no conclusive model can be drawn from our data regarding how Cic restrains growth, one must consider the possibility that ERK signaling stimulates cell growth via non-transcriptional mechanisms, as proposed by several studies [51,52,53,54].

The critical role of Cic as a negative regulator of cell proliferation in the fly midgut is consistent with its tumor suppressor function in mammalian cancer development (S1 Fig). Also consistent with our findings are the observations that the ETS transcription factors ETV1 and ETV5 are upregulated in sarcomas that express CIC-DUX, an oncogenic fusion protein that functions as a transcriptional activator [31], and that knockdown of CIC induces the transcription of ETV1, ETV4 and ETV5 in melanoma cells [29]. Moreover the transcriptional regulation by ETS transcription factors is important in human cancer development (S7 Fig). Their expression is induced in many tumors and cancer cell lines. For example, ERG, ETV1, and ETV4 can be upregulated in prostrate cancers [55], and ETV1 is upregulated in post gastrointestinal stromal tumors [56] and in more than 40% of melanomas [57]. In addition, the mRNA expression of these ETS genes was correlated with ERK activity in melanoma and colon cancer cell lines with activating mutations in BRAF (V600E), such that their expression decreased upon MEK inhibitor treatment [58]. Furthermore, overexpression of the oncogenic ETS proteins ERG or ETV1 in normal prostate cells can activate a Ras/MAPK-dependent gene expression program in the absence of ERK activation [59]. These cancer studies imply that there is an unknown factor that links Ras/Mapk activity to the expression of ETS factors, and that some of the human ETS factors might act without MAPK phosphorylation, as does *Drosophila* PntP1. Combining our knowledge of Cic with what was previously known about CIC in tumor development, we propose that CIC is the unknown factor that regulates ETS transcription factors in Ras/MAKP-activated human tumors.

In summary, our study has elucidated a mechanism wherein Cic controls the expression of the cell cycle regulators *stg (Cdc25)* and *Cyclin E*, along with the Ets transcription factor Pnt, and perhaps also Ets21C, by directly binding to regulatory sites in their promoters and introns. Using genetic tests we show that these interactions are meaningful for regulating stem cell proliferation. Therefore, we suggest that human CIC may also lead to the transcriptional induction of cell cycle genes and ETS transcription factors in RAS/MAPK activated- or loss-of-function-CIC tumors such as brain or colorectal cancers.

## Materials and Methods

### *Drosophila* stocks and transgenes

*esg* ^*ts*^: *esg-Gal4/Cyo; tubGal80* ^*ts*^ *UAS-GFP/TM6B* [60]

*esg* ^*ts*^ *F/O*: *esg-Gal4 tubGal80* ^*ts*^ *UAS-GFP/Cyo;UASflp>CD2>Gal4/TM6B* [8]

*Tub* ^*ts*^: *tub-Gal4; tubGal80* ^*ts*^ */TM3*, *ser* [61](provided from Valeria Cavaliere lab)

*esg* ^*ts*^ *; Su(H)-Gal80*: *esg-Gal4-UAS-2XEYFP; Su(H)GBE- Gal80*, *tub-Gal80* ^*ts*^ (Gift from Steven Hou’s lab)

*UAS-λTOP/FM7* [37]

*UAS-RAS* ^*v12s35*^ [38]

*UAS-Ras RNAi* [11]

*UAS-Egfr RNAi* [11]

*UAS-cic-RNAi/Cyo* (VDRC KK103805)

*UAS-cic-RNAi/Cyo* (VDRC KK103012)

*UAS-pnt*.*P1* (Bloomington Drosophila Stock Center 869)

*UAS-pnt*.*P2* (Bloomington Drosophila Stock Center 399)

*UAS-pnt-RNAi* (Bloomington Drosophila Stock Center 31936)

*UAS-pnt-RNAi* (Bloomington Drosophila Stock Center 35808)

*UAS-yan-RNAi* (Bloomington Drosophila Stock Center 26759)

*UAS-yan-RNAi* (Bloomington Drosophila Stock Center 34909)

*UAS-yan-RNAi* (Bloomington Drosophila Stock Center 35404)

*UAS-Ets21C-RNAi* (VDRC KK103211)

*FRT82B cic* ^*fetu6*^ */ TM3*, *Sb*, *Se* (gift from Jimenez lab, Barcelona)

*w; cic* ^*fetT6*^ */TM3*, *Ser* (gift from Nilson lab, Canada)

*w; cic* ^*fetE11*^ */ TM6b* (gift from Nilson lab, Canada)

*w;* +*; UAS*-*cic*-*HA*

*w; UAS*-*cic*-*HA;* +

*w;* +*;UAS*-*cic* ^*ΔC2*^-*HA*

*w; UAS*-*cic* ^*ΔC2*^-*HA;* +

*FRT82B pnt* ^*Δ33*^ [45,47] (gift from Joseph Bateman lab, Wolfson Centre for Age-Related Diseases)

*FRT82B pnt* ^*Δ78*^ [45,47] (gift from Joseph Bateman lab, Wolfson Centre for Age-Related Diseases)

*FRT82B pnt* ^*Δ88*^[45,47] (gift from Joseph Bateman lab, Wolfson Centre for Age-Related Diseases)

### Generation of transgenic flies

The *cic* ^*ΔC2*^ was amplified from the *pCasper4—cic* ^*ΔC2*^ plasmid. The *cic* or *cic* ^*ΔC2*^ cDNAs were inserted into pUASg-attB-HA [62] vector and used to generate transgenic flies. To generate *UAS-cicDam* transgenic flies, Cic was amplified from a cDNA library prepared from midgut. This *cic* cDNA was inserted into the pUASTattB-LT3-NDam plasmid (from Andrea brand lab), and transgenics were produced.

### Ectopic expression

Ectopic expression of transgenes in the adult midgut was achieved using the temperature sensitive inducible UAS-Gal4 system [63], TARGET. Crosses were set up and maintained at 18°C, the permissive temperature. 3–7 day old flies were shifted to 29°C for different times as indicated.

### Bacterial infection

Gut infections were performed by feeding flies live *P*.*e*. in 5% sucrose on Whatman filter paper and yeast paste at 29°C.

### Clonal analysis

The MARCM system was used to generate ISC clones. In order to reduce heat shock dependent stress, the clones were induced by heat shocking 3–5 days old flies at 34°C for 20 minutes. The heat shocked flies were then kept at 25°C. Clone size was measured after 10, 20, 30 days of clone induction. The size of the clones was quantified by Fiji software measuring GFP^+^ area from z-projected confocal microscopy images.

### Immunohistochemistry and microscopy

Female adult flies were dissected in 1×PBS. Midguts were fixed in 1×PBS with 4% paraformaldehyde for 30 minutes at room temperature. Samples were washed in PBS with 0.1% X-100 (PBST) for 3x10 minutes each. Then the tissues were blocked in PBS with 0.1% X-100, 2.5%BSA, 10% NGS for at least 30 min at room temperature. All samples were incubated with primary antibody overnight at the following dilutions: rat anti-HA (1:200; Roche), guinea pig anti-Cic (1:1000, generated by author), rabbit anti-PH3 (1:1000, Millipore). After washing 3 times 10 minutes each in PBST, samples were incubated with secondary antibodies for at least 2 hours at room temperature at a dilution of 1:1000. DNA was visualized with DAPI (0.1mg/ml, Sigma), diluted 1:200. Images of Figs 1A–1B and 2E–2H were acquired by Delta vision microscope and the rest of the fluorescence images were taken by Leica SP5 confocal microscope. Images were then processed using Fiiji and Adobe Photoshop software.

### RT-qPCR

RNA was extracted from 10–12 female midguts using the RNAeasy kit (QIAGEN). RNA isolation from sorted cells was performed as previously described [64] and 100ng RNA (non-amplifed) used for reverse transcription. cDNA was synthesized by QuantiTect reverse transcription kit (QIAGEN). RT-qPCR was performed on a Light Cycler 480 II using SYBR Green I (Roche). Experiments were performed in biological triplicate. Relative fold differences in expression level of target genes were calculated as ratios to the mean of the reference genes rp49 [65] and tubulin [23]. Primer sequences are given in Supplementary Material and Methods.

### RNA-Seq and data analysis

RNA isolation and amplification from sorted cells was performed as previously described [64]. Four independent biological replicates were used for sequencing. Raw reads were checked for quality using Fastqc and subsequently aligned using Tophat2, version 2.0.9, against the Flybase genome version 6. Mapped reads were counted using HTSeq-count version 0.5.4p5 [66] with mode „union“. Genes showing a cpm value below 1 in four samples per treatment were considered as poorly expressed and filtered out before conducting differential expression analysis using edgeR, version 3.2.4 [67]. Since our replicates were generated independently, we used a paired design and corrected the resulting *p*-values by the Benjamini-Hochberg method [68]. Subsequently, genes with a fold change of 1.5 and an adjusted *p*-value lower than 0.1 were considered as significantly deregulated.

#### DamID-Seq

*UAS-Dam* and *UAS-cicDam* transgenes were induced in esg+ cells for 24 hours at 29°C and 80 guts were dissected. Genomic DNA was extracted and methylated DNA was processed and amplified as previously described [69]. Sequencing libraries were prepared according to the protocol from Andrea Brand lab (personal communication), with the following modifications. Amplified DNA from experimental and Dam-only controls was fragmented in a Covaris-S2 then digested with Sau3AI to remove the adaptors. The Truseq DNA PCR-Free Sample Preparation kit (illumina) was used to prepare the sequencing library. The library was sent for Hiseq-2000 single-end 50bp sequencing.

#### DamID-Seq analysis

Raw reads were mapped to the *Drosophlia* genome (version 6.02, www.flybase.org) using Bowtie 2 [70] with default setting. After mapping, the uniquely mapped reads were extended 300 base pair (bp) toward 3' prime, and the genome were segmented with a unit of 75 bp window. Then the number of reads falling into each window was quantified. Normalization factors were computed based on the assumption that the mean log ratio between two experiments is equal to 1. The log ratio between treatment and background was observed to follow a normal distribution; the mean and standard deviation were estimated by using the fitdistr function in R (www.r-project.org). The statistical significance of the enrichment was then computed using the estimated mean and standard deviation. Using a sliding window approach, a binding site was called, where at least 4 continuous units (4x75bp windows) had a significant enrichment (*p-*value<0.01). The false discovery rate of the binding sites was calculated similarly to the previous publication [71].

Annotation of the peaks was carried out using two approaches. The first is based on the summit of the peak. The distance between the summit and the closest gene transcription start site (TSS) was computed with the gene orientation in consideration, and the closest gene was then assigned to the peak. The second approach is based on the entire peak. If the gene is found to be overlapping with the peak, then the gene is associated with the peak.

“TGAATG[AG]A” was searched in the peaks. The total number of occurrences was quantified, as well as the number of peaks that contained the searched pattern. In order to estimate the significance of the pattern, the background was generated by randomly moving the peaks in the genome for 1000 times. The occurrence of the pattern in the random sequences was then fitted to a Negative Binomial distribution by using the fitdistr function in R (www.r-project.org). The *p*-value was computed using the pnbinom function in R (www.r-project.org). To assess the association between the RNA-Seq and DamID-Seq hits, genome wide genes were ranked by fold change or absolute expression change, and corresponding number of genes which has binding sites were calculated by a moving sum (window size = 500). The absolute change is defined as the treatment value minus the background value.

#### *in vitro* DNA binding assays

EMSA experiments were conducted using derivatives of Cic^mini^, a minimal Cic protein that is functional in the embryo [25]. Wild-type and HMG-box mutant products were synthesized with the TNT T7 Quick Coupled Transcription/Translation System (Promega); the HMG-box mutant construct lacks the peptide sequence ILGEWW. DNA probes were amplified by PCR using primers carrying Not I restriction sites, digested with Not I and end-labeled with ^32^P-dCTP and Klenow Fragment, exo- (Thermo Scientific). Binding reactions were carried out in a total volume of 20 ml containing 60 mM Hepes pH 7.9, 20 mM Tris-HCl pH 7.9, 300 mM KCl, 5 mM EDTA, 5 mM DTT, 12% glycerol, ~1 ng probe, 1 mg poly (dI-dC), 1 mg BSA and 1 ml of programmed or non-programmed (control) TNT lysate. After incubation for 20 min on ice, complexes were resolved on 5% non-denaturing polyacrylamide gels run in 0.5X TBE at 4°C, and visualized by autoradiography.

### RT-qPCR primers

Rp49 –Forward: TCGATATGCTAAGCTGTC

Rp49 –Reverse: GGCATCAGATACTGTCCCTTG

β-tubulin-Forward: ACATCCCGCCCCGTGGTC

β-tubulin-Reverse: AGAAAGCCTTGCGCCTGAACATAG

pnt-Forward: ACGCCCTATGATGCTCAATC

pnt-Reverse: TATCCAGACCCAAGGTGCTC

pntP1-Forward: CGACTGCGAACAATCTGGT

pntP1-Reverse: TTGCTGGTGTTGTAGCCTGT

pntP2-Forward: TTAGCCAATTGAACGGCATC

pntP2-Reverse: GCACAGATCCTTGCATCCAT

Ets21C-Forward: CCGGGCACTCAGGTACTACT

Ets21C-Reverse: CATACTGGAGGCCGGATCT

aos-Forward: AGAACCCATGGCTTACATGC

aos-Reverse: CGTCGCGGGTGTTAAGTTAC

yan-Forward: CTGCTGGTCATCGTGCTTAG

yan-Reverse: GACCTCAGTGTGAGCAGCAA

stg-Forward: CAGCATGGATTGCAATATCAGTA

stg-Reverse: CAACGTCGTCGTCGTAGAAC

CycE-Forward: ACAAATTTGGCCTGGGACTA

CycE-Reverse: GGCCATAAGCACTTCGTC

## Supporting Information

S1 Fig Summary of cross-cancer genetic aberrations for human CIC. The figure was reproduced from the cBioPortal for Cancer Genomics web page and modified to show only cancers with >3.3% alteration frequency. Asterisks mark colorectal cancer data from Genentech [35].
(TIF) Click here for additional data file.

S2 Fig Cic regulates ISC proliferation. (A, B) RNAi-mediated depletion of Cic in ISCs and EBs using the *esg* ^*ts*^ system. *esg*+ progenitor cells (green), PH3+ (red) nuclear DNA (blue). (A) Control adult midgut (B) Cic knock down midgut after 4 days induction 29°C. Scale bars represent 50μm. (C-H) Cic mutant clones were analyzed using the MARCM system. ISC clones (green), DNA stained with DAPI (blue). Control (C, E, G) and mutant (D, F, H) ISC clones were induced with the MARCM system and examined 10 days, 20 days and 30 days later. Mutant ISCs divided faster and generated bigger clones. Scale bars represent 100μm.
(TIF) Click here for additional data file.

S3 Fig Cic function has both cell autonomous and non-cell autonomous effects on ISC proliferation. (A, B) RNAi-mediated depletion of Cic in ISCs using the *Dl* ^*ts*^ system. ISCs are marked by GFP (green). Sample was also stained with anti-PH3 to detect mitoeses (red) and DAPI to detect nuclear DNA (blue). (A) Control adult midgut, (B) Cic depleted midgut after 4 days induction at 29°C. Dramatic increases in the number of GFP positive cells were observed in *cic* depleted midguts, as was large increase in ISC mitoses. (C, D) RNAi-mediated depletion of Cic in EBs using the *Su(H)* ^*ts*^ system. EB cells are marked by GFP (green). Samples were also stained with anti-PH3 (red) and DAPI (blue). (C) Control adult midgut (D) Cic depleted midgut after 4 days induction 29°C. Increases in the number of GFP positive cells and mitoses were observed in *cic* knockdown midguts. (E) Midguts as in A-C were scored for PH3+ cells after 4 days of induction of *cic-RNAi* in ISCs or EBs. (F) After 4 days induction of *cic-RNAi* in ISCs or EBs, midguts were scored for GFP+ or GFP- mitotic cells. Most mitotic cells were GFP+ when *cic-RNAi* was induced in ISCs using the *Dl* ^*ts*^ system, whereas in midguts in which *cic* was depleted in EBs, most of the mitotic cells were GFP- and likely ISCs. This indicates a non-cell autonomous effect. (G) Midguts were scored for PH3+ cells after 4 days of induction of *cic-RNAi* using the *esg* ^*ts*^ system, which targets gene expression to ISCs and EBs. Dramatic increases in the number of GFP positive cells were observed in *cic* knockdown midguts as was a large increase in ISC mitoses. Statistical significance was determined by Student’s t test (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Error bars in each graph represent standard deviation. Scale bars represent 20μm.
(TIF) Click here for additional data file.

S4 Fig Identification of Cic direct target genes in ISCs. (A) Graph showing fold change of peaks from Cic-DamID and *P*.*e*. infected Cic-DamID samples. (B) Cic binding sites in the *aos* locus from Cic-DamID-Seq using midgut ISCs. The black peaks are from control animals, and the grey peaks are from *P*.*e*. infected animals. Plot represents the log2 ratio between the Dam-fusion signal and the Dam-only signal. Red arrows point out TGAATG(G/A)A motifs. The *aos* transcription unit is shown below the graph. Yellow boxed regions indicate the ORF. (C) mRNA expression ratio change of *aos* was analyzed by qRT-PCR and normalized to *β-Tub* and *Rp49* with non-amplified mRNA from FACS-sorted progenitor cells.
(TIF) Click here for additional data file.

S5 Fig Cic directly regulates *Ets21C* and *pnt*. (A) mRNA expression heatmap of Ets transcription factors, showing fold change inductions from RNA-Seq data from whole midguts upon 6 hours *P*.*e*. infection. (B) Cic binding sites in the *Ets21C* locus from Cic-DamID-Seq from esg+ cells. Black peaks are from control samples and grey peaks are from *P*.*e*. infected midguts. The Y-axis represents the log2 ratio of the Cic-Dam fusion signal to the Dam-only signal. Red arrows point out TGAATG(G/A)A motifs. (C) Normalized mRNA expression fold change of *pnt*, *pntP1*, *pntP2* and *Ets21C* in *cic* transheterozygous mutant midguts.
(TIF) Click here for additional data file.

S6 Fig Midgut functions of *pntP1*, *pntP2*, and *yan*. (A–C) Effect of *pntP2* overexpression on ISC proliferation. Transgene expression was induced using the *esg* ^*ts*^ system at 29°C for 4 days. Samples were stained with anti-GFP (green), anti-PH3(red) and DAPI (blue) to mark DNA. (A) Control adult midgut. (B) *pntP2* overexpressing midgut. The *pntP2* over expressing midgut had more GFP+ ISCs and EBs (green). (C) *pntP2* and *cic* ^*ΔC2*^ over expressing midgut. GFP positive progenitor cells were still able to proliferate in the *pnt*, *cic* ^*ΔC2*^ over-expressing midgut. (D) *pnt* mutant clones analyzed by the MARCM system. The size of the clones was quantified by counting cell numbers per clone. *pnt* ^*Δ33*^ is a *pntP1* specific mutant allele, *pnt* ^*Δ78*^ is *pntP2* specific mutant allele and *pnt* ^*Δ88*^ is *pnt* null mutant allele that affect both isoforms. Only the *pnt* ^*Δ88*^ detectably suppressed clone expansion. (E) Mitotic ratio of the *pnt* mutant clones was scored by calculating the average number of mitoses in each clone. (F) Quantification of ISC mitoses (PH3 positive cells) in *pnt* and *cic* depleted midguts or *yan* depleted midguts, using *esg* ^*ts*^ system. Fewer mitotic ISCs were observed in the *pnt* and *cic* double knock down midgut than in the *cic* knockdown midguts, showing that *pnt* is required downstream of *cic*. Yan depletion had no effect on ISC proliferation. (G) *pnt* mutant clones were generated in a *cic* depleted background using the MARCM system. The size of the clones was quantified by counting cell numbers per clone. Only the *pnt* ^*Δ88*^ null allele suppressed the growth of *cic*-depleted ISC cell clones. (H) *yan* expression ratio as measured by qRT-PCR in *yan*-depleted midguts, using two different *yan-RNAi* lines. Statistical significance was determined by Student’s t test (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Error bars in each graph represent standard deviation. Scale bars represent 50μm.
(TIF) Click here for additional data file.

S7 Fig Summary of cross-cancer genetic aberrations for human ETS transcription factors. The figure was reproduced from the cBioPortal for Cancer Genomics web page and modified to show only cancers with >3.3% alteration frequency. (A) Cross-cancer alteration summary for EGR (the human orthologs of *Drosophila* Ets21C). (B) Cross-cancer alteration summary for EGR (the human orthologs of *Drosophila* Pnt).
(TIF) Click here for additional data file.

S1 Table Cic binding peaks from Cic DamID-seq and *P*.*e*. infected Cic DamID-seq. Two lists of peaks from Cic DamID-seq and Cic DamID-Seq upon infection are included in this table. Each data sheet presents the specific genomic location of the peaks with detailed information for the Cic binding peaks such as, chromosome, Peak starting sites, Peak ending sites, Log2 fold change of CicDam/Dam-only and Summit of the peaks. (S1-1) Cic binding peaks from Cic DamID-Seq. (S1-2) Cic binding peaks from Cic DamID-Seq upon *P*.*e*. infection.
(XLSX) Click here for additional data file.

S2 Table Genes differentially regulated (>1.5-fold, at 90% confidence) upon *cic-RNAi*. The table included the full list of genes whose mRNA expression was significantly changed (>1.5-fold, at 90% confidence) in sorted *esg* ^*ts*^ *UAS-GFP* cells expressing *cic-RNAi* for 4 days. Listed data include Flybase gene ID, gene symbol, Log2-fold-change for each gene as well as significance (*p*-value with Benjamini-Hochberg correction).
(XLSX) Click here for additional data file.

S3 Table List of genes scored as Cic direct targets in progenitor cells. List of Flybase gene IDs for genes that were both upregulated upon *cic-RNAi*, and also associated with one or more Cic binding peak from the Cic DamID-Seq analysis. In addition, the normalized Log2 fold change of the peaks following *P*.*e*. infection, associated with the genes was also shown in the table. Some of the peaks disappeared after *P*.*e*. infection, so they were marked as #N/D (not detected). Derived from the data in S1 and S2 Tables.
(XLSX) Click here for additional data file.

S4 Table Potential growth-regulatory targets of Cic, identified by RNA-Seq and DamID-Seq. Information of well-known growth promoters was listed in the table with their log2 Fold change in RNA-Seq and significance (*p*-value with Benjamini-Hochberg correction) and numbers of Cic Dam-ID peaks, found in their introns or within 5kb range of the transcription start site. Genes that have Cic binding sites are shaded grey.
(PDF) Click here for additional data file.

S5 Table Cic binding to non-protein coding RNA loci. Three Lists of the non-protein coding RNAs such as tRNA, snRNA & snoRNA and non-protein coding genes that have Cic binding sites in their loci within the 5 kb range in the transcription start site were included in this table. Each data sheet shows the specific genomic location of each peak with detailed information for the Cic binding peaks such as, chromosome, Peak starting sites, Peak ending sites, Log2 fold change of CicDam/Dam-only, FlyBase ID and Gene symbol. (S5-1) Cic binding tRNAs. (S5-2) Cic binding snRNAs & snoRNAs. (S5-3) Cic binding non-protein coding genes.
(XLSX) Click here for additional data file.

## References

[1] HerbstRS (2004) Review of epidermal growth factor receptor biology. International journal of radiation oncology, biology, physics 59: 21–26.10.1016/j.ijrobp.2003.11.04115142631

[2] NormannoN, De LucaA, BiancoC, StrizziL, MancinoM, et al (2006) Epidermal growth factor receptor (EGFR) signaling in cancer. Gene 366: 2–16. 1637710210.1016/j.gene.2005.10.018

[3] KrasinskasAM (2011) EGFR Signaling in Colorectal Carcinoma. Pathology research international 2011: 932932 10.4061/2011/932932 21403829PMC3042643

[4] DownwardJ (2003) Targeting RAS signalling pathways in cancer therapy. Nature reviews Cancer 3: 11–22. 1250976310.1038/nrc969

[5] RadtkeF, CleversH (2005) Self-renewal and cancer of the gut: two sides of a coin. Science 307: 1904–1909. 1579084210.1126/science.1104815

[6] AmcheslavskyA, JiangJ, IpYT (2009) Tissue damage-induced intestinal stem cell division in Drosophila. Cell stem cell 4: 49–61. 10.1016/j.stem.2008.10.016 19128792PMC2659574

[7] BuchonN, BroderickNA, PoidevinM, PradervandS, LemaitreB (2009) Drosophila intestinal response to bacterial infection: activation of host defense and stem cell proliferation. Cell host & microbe 5: 200–211.1921809010.1016/j.chom.2009.01.003

[8] JiangH, PatelPH, KohlmaierA, GrenleyMO, McEwenDG, et al (2009) Cytokine/Jak/Stat signaling mediates regeneration and homeostasis in the Drosophila midgut. Cell 137: 1343–1355. 10.1016/j.cell.2009.05.014 19563763PMC2753793

[9] JiangH, EdgarBA (2009) EGFR signaling regulates the proliferation of Drosophila adult midgut progenitors. Development 136: 483–493. 10.1242/dev.026955 19141677PMC2687592

[10] BuchonN, BroderickNA, KuraishiT, LemaitreB (2010) Drosophila EGFR pathway coordinates stem cell proliferation and gut remodeling following infection. BMC biology 8: 152 10.1186/1741-7007-8-152 21176204PMC3022776

[11] JiangH, GrenleyMO, BravoMJ, BlumhagenRZ, EdgarBA (2011) EGFR/Ras/MAPK signaling mediates adult midgut epithelial homeostasis and regeneration in Drosophila. Cell stem cell 8: 84–95. 10.1016/j.stem.2010.11.026 21167805PMC3021119

[12] XuN, WangSQ, TanD, GaoY, LinG, et al (2011) EGFR, Wingless and JAK/STAT signaling cooperatively maintain Drosophila intestinal stem cells. Developmental biology 354: 31–43. 10.1016/j.ydbio.2011.03.018 21440535

[13] JiangH, EdgarBA (2012) Intestinal stem cell function in Drosophila and mice. Current opinion in genetics & development 22: 354–360.2260882410.1016/j.gde.2012.04.002PMC3426656

[14] SatoT, VriesRG, SnippertHJ, van de WeteringM, BarkerN, et al (2009) Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature 459: 262–265. 10.1038/nature07935 19329995

[15] SatoT, van EsJH, SnippertHJ, StangeDE, VriesRG, et al (2011) Paneth cells constitute the niche for Lgr5 stem cells in intestinal crypts. Nature 469: 415–418. 10.1038/nature09637 21113151PMC3547360

[16] WongVW, StangeDE, PageME, BuczackiS, WabikA, et al (2012) Lrig1 controls intestinal stem-cell homeostasis by negative regulation of ErbB signalling. Nature cell biology 14: 401–408. 10.1038/ncb2464 22388892PMC3378643

[17] RobertsRB, MinL, WashingtonMK, OlsenSJ, SettleSH, et al (2002) Importance of epidermal growth factor receptor signaling in establishment of adenomas and maintenance of carcinomas during intestinal tumorigenesis. Proceedings of the National Academy of Sciences of the United States of America 99: 1521–1526. 1181856710.1073/pnas.032678499PMC122223

[18] WeinbergR (2014) The Biology of Cancer: Garland Science.

[19] HarveyLodish AB, KaiserChris A., MontyKrieger, AnthonyBretscher, HiddePloegh, AngelikaAmon, ScottMatthew P. (2012) Molecular Cell Biology: W. H. Freeman

[20] TsengAS, TaponN, KandaH, CigizogluS, EdelmannL, et al (2007) Capicua regulates cell proliferation downstream of the receptor tyrosine kinase/ras signaling pathway. Current biology: CB 17: 728–733. 1739809610.1016/j.cub.2007.03.023PMC2699483

[21] JimenezG, GuichetA, EphrussiA, CasanovaJ (2000) Relief of gene repression by torso RTK signaling: role of capicua in Drosophila terminal and dorsoventral patterning. Genes & development 14: 224–231.10652276PMC316342

[22] GoffDJ, NilsonLA, MorisatoD (2001) Establishment of dorsal-ventral polarity of the Drosophila egg requires capicua action in ovarian follicle cells. Development 128: 4553–4562. 1171468010.1242/dev.128.22.4553

[23] KrivyK, Bradley-GillMR, MoonNS (2013) Capicua regulates proliferation and survival of RB-deficient cells in Drosophila. Biology open 2: 183–190. 10.1242/bio.20123277 23429853PMC3575652

[24] JimenezG, ShvartsmanSY, ParoushZ (2012) The Capicua repressor—a general sensor of RTK signaling in development and disease. Journal of cell science 125: 1383–1391. 10.1242/jcs.092965 22526417PMC3336375

[25] AstigarragaS, GrossmanR, Diaz-DelfinJ, CaellesC, ParoushZ, et al (2007) A MAPK docking site is critical for downregulation of Capicua by Torso and EGFR RTK signaling. The EMBO journal 26: 668–677. 1725594410.1038/sj.emboj.7601532PMC1794389

[26] GrimmO, Sanchez ZiniV, KimY, CasanovaJ, ShvartsmanSY, et al (2012) Torso RTK controls Capicua degradation by changing its subcellular localization. Development 139: 3962–3968. 10.1242/dev.084327 23048183PMC3472588

[27] RochF, JimenezG, CasanovaJ (2002) EGFR signalling inhibits Capicua-dependent repression during specification of Drosophila wing veins. Development 129: 993–1002. 1186148210.1242/dev.129.4.993

[28] LimB, SamperN, LuH, RushlowC, JimenezG, et al (2013) Kinetics of gene derepression by ERK signaling. Proceedings of the National Academy of Sciences of the United States of America 110: 10330–10335. 10.1073/pnas.1303635110 23733957PMC3690897

[29] DissanayakeK, TothR, BlakeyJ, OlssonO, CampbellDG, et al (2011) ERK/p90(RSK)/14-3-3 signalling has an impact on expression of PEA3 Ets transcription factors via the transcriptional repressor capicua. The Biochemical journal 433: 515–525. 10.1042/BJ20101562 21087211PMC3025492

[30] BettegowdaC, AgrawalN, JiaoY, SausenM, WoodLD, et al (2011) Mutations in CIC and FUBP1 contribute to human oligodendroglioma. Science 333: 1453–1455. 10.1126/science.1210557 21817013PMC3170506

[31] Kawamura-SaitoM, YamazakiY, KanekoK, KawaguchiN, KandaH, et al (2006) Fusion between CIC and DUX4 up-regulates PEA3 family genes in Ewing-like sarcomas with t(4;19)(q35;q13) translocation. Human molecular genetics 15: 2125–2137. 1671705710.1093/hmg/ddl136

[32] CeramiE, GaoJ, DogrusozU, GrossBE, SumerSO, et al (2012) The cBio cancer genomics portal: an open platform for exploring multidimensional cancer genomics data. Cancer discovery 2: 401–404. 10.1158/2159-8290.CD-12-0095 22588877PMC3956037

[33] GaoJ, AksoyBA, DogrusozU, DresdnerG, GrossB, et al (2013) Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. Science signaling 6: pl1 10.1126/scisignal.2004088 23550210PMC4160307

[34] SjoblomT, JonesS, WoodLD, ParsonsDW, LinJ, et al (2006) The consensus coding sequences of human breast and colorectal cancers. Science 314: 268–274. 1695997410.1126/science.1133427

[35] SeshagiriS, StawiskiEW, DurinckS, ModrusanZ, StormEE, et al (2012) Recurrent R-spondin fusions in colon cancer. Nature 488: 660–664. 10.1038/nature11282 22895193PMC3690621

[36] LeeT, LuoL (2001) Mosaic analysis with a repressible cell marker (MARCM) for Drosophila neural development. Trends in neurosciences 24: 251–254. 1131136310.1016/s0166-2236(00)01791-4

[37] QueenanAM, GhabrialA, SchupbachT (1997) Ectopic activation of torpedo/Egfr, a Drosophila receptor tyrosine kinase, dorsalizes both the eggshell and the embryo. Development 124: 3871–3880. 936744310.1242/dev.124.19.3871

[38] KarimFD, RubinGM (1998) Ectopic expression of activated Ras1 induces hyperplastic growth and increased cell death in Drosophila imaginal tissues. Development 125: 1–9. 938965810.1242/dev.125.1.1

[39] AjuriaL, NievaC, WinklerC, KuoD, SamperN, et al (2011) Capicua DNA-binding sites are general response elements for RTK signaling in Drosophila. Development 138: 915–924. 10.1242/dev.057729 21270056PMC3035094

[40] SouthallTD, GoldKS, EggerB, DavidsonCM, CaygillEE, et al (2013) Cell-type-specific profiling of gene expression and chromatin binding without cell isolation: assaying RNA Pol II occupancy in neural stem cells. Developmental cell 26: 101–112. 10.1016/j.devcel.2013.05.020 23792147PMC3714590

[41] VogelMJ, Peric-HupkesD, van SteenselB (2007) Detection of in vivo protein-DNA interactions using DamID in mammalian cells. Nature protocols 2: 1467–1478. 1754598310.1038/nprot.2007.148PMC7032955

[42] KohlmaierA, FassnachtC, JinY, ReuterH, BegumJ, et al (2014) Src kinase function controls progenitor cell pools during regeneration and tumor onset in the Drosophila intestine. Oncogene 0.10.1038/onc.2014.16324975577

[43] ShwartzA, YogevS, SchejterED, ShiloBZ (2013) Sequential activation of ETS proteins provides a sustained transcriptional response to EGFR signaling. Development 140: 2746–2754. 10.1242/dev.093138 23757412

[44] KlambtC (1993) The Drosophila gene pointed encodes two ETS-like proteins which are involved in the development of the midline glial cells. Development 117: 163–176. 822324510.1242/dev.117.1.163

[45] O'NeillEM, RebayI, TjianR, RubinGM (1994) The activities of two Ets-related transcription factors required for Drosophila eye development are modulated by the Ras/MAPK pathway. Cell 78: 137–147. 803320510.1016/0092-8674(94)90580-0

[46] BrunnerD, DuckerK, OellersN, HafenE, ScholzH, et al (1994) The ETS domain protein pointed-P2 is a target of MAP kinase in the sevenless signal transduction pathway. Nature 370: 386–389. 804714610.1038/370386a0

[47] MorimotoAM, JordanKC, TietzeK, BrittonJS, O'NeillEM, et al (1996) Pointed, an ETS domain transcription factor, negatively regulates the EGF receptor pathway in Drosophila oogenesis. Development 122: 3745–3754. 901249610.1242/dev.122.12.3745

[48] XuC, KauffmannRC, ZhangJ, KladnyS, CarthewRW (2000) Overlapping activators and repressors delimit transcriptional response to receptor tyrosine kinase signals in the Drosophila eye. Cell 103: 87–97. 1105155010.1016/s0092-8674(00)00107-0

[49] VivekanandP, TootleTL, RebayI (2004) MAE, a dual regulator of the EGFR signaling pathway, is a target of the Ets transcription factors PNT and YAN. Mechanisms of development 121: 1469–1479. 1551163910.1016/j.mod.2004.07.009

[50] KlaesA, MenneT, StollewerkA, ScholzH, KlambtC (1994) The Ets transcription factors encoded by the Drosophila gene pointed direct glial cell differentiation in the embryonic CNS. Cell 78: 149–160. 803320610.1016/0092-8674(94)90581-9

[51] RouxPP, BlenisJ (2004) ERK and p38 MAPK-activated protein kinases: a family of protein kinases with diverse biological functions. Microbiology and molecular biology reviews: MMBR 68: 320–344. 1518718710.1128/MMBR.68.2.320-344.2004PMC419926

[52] CarriereA, CargnelloM, JulienLA, GaoH, BonneilE, et al (2008) Oncogenic MAPK signaling stimulates mTORC1 activity by promoting RSK-mediated raptor phosphorylation. Current biology: CB 18: 1269–1277. 10.1016/j.cub.2008.07.078 18722121

[53] CarriereA, RomeoY, Acosta-JaquezHA, MoreauJ, BonneilE, et al (2011) ERK1/2 phosphorylate Raptor to promote Ras-dependent activation of mTOR complex 1 (mTORC1). The Journal of biological chemistry 286: 567–577. 10.1074/jbc.M110.159046 21071439PMC3013016

[54] MaL, ChenZ, Erdjument-BromageH, TempstP, PandolfiPP (2005) Phosphorylation and functional inactivation of TSC2 by Erk implications for tuberous sclerosis and cancer pathogenesis. Cell 121: 179–193. 1585102610.1016/j.cell.2005.02.031

[55] TomlinsSA, LaxmanB, DhanasekaranSM, HelgesonBE, CaoX, et al (2007) Distinct classes of chromosomal rearrangements create oncogenic ETS gene fusions in prostate cancer. Nature 448: 595–599. 1767150210.1038/nature06024

[56] ChiP, ChenY, ZhangL, GuoX, WongvipatJ, et al (2010) ETV1 is a lineage survival factor that cooperates with KIT in gastrointestinal stromal tumours. Nature 467: 849–853. 10.1038/nature09409 20927104PMC2955195

[57] Jane-ValbuenaJ, WidlundHR, PernerS, JohnsonLA, DibnerAC, et al (2010) An oncogenic role for ETV1 in melanoma. Cancer research 70: 2075–2084. 10.1158/0008-5472.CAN-09-3092 20160028PMC2846410

[58] PratilasCA, TaylorBS, YeQ, VialeA, SanderC, et al (2009) (V600E)BRAF is associated with disabled feedback inhibition of RAF-MEK signaling and elevated transcriptional output of the pathway. Proceedings of the National Academy of Sciences of the United States of America 106: 4519–4524. 10.1073/pnas.0900780106 19251651PMC2649208

[59] HollenhorstPC, FerrisMW, HullMA, ChaeH, KimS, et al (2011) Oncogenic ETS proteins mimic activated RAS/MAPK signaling in prostate cells. Genes & development 25: 2147–2157.2201261810.1101/gad.17546311PMC3205585

[60] MicchelliCA, PerrimonN (2006) Evidence that stem cells reside in the adult Drosophila midgut epithelium. Nature 439: 475–479. 1634095910.1038/nature04371

[61] RomaniP, BernardiF, HackneyJ, DobensL, GargiuloG, et al (2009) Cell survival and polarity of Drosophila follicle cells require the activity of ecdysone receptor B1 isoform. Genetics 181: 165–175. 10.1534/genetics.108.096008 19015542PMC2621165

[62] BischofJ, BjorklundM, FurgerE, SchertelC, TaipaleJ, et al (2013) A versatile platform for creating a comprehensive UAS-ORFeome library in Drosophila. Development 140: 2434–2442. 10.1242/dev.088757 23637332

[63] BrandAH, PerrimonN (1993) Targeted gene expression as a means of altering cell fates and generating dominant phenotypes. Development 118: 401–415. 822326810.1242/dev.118.2.401

[64] DuttaD, XiangJ, EdgarBA (2013) RNA expression profiling from FACS-isolated cells of the Drosophila intestine. Current protocols in stem cell biology 27: Unit 2F 2 10.1002/9780470151808.sc02f02s27 24510286

[65] ShawRL, KohlmaierA, PoleselloC, VeelkenC, EdgarBA, et al (2010) The Hippo pathway regulates intestinal stem cell proliferation during Drosophila adult midgut regeneration. Development 137: 4147–4158. 10.1242/dev.052506 21068063PMC2990206

[66] AndersS, PylPT, HuberW (2015) HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics 31: 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[67] RobinsonMD, McCarthyDJ, SmythGK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[68] BenjaminiY, and HochbergY (1995) Controlling the False Discovery Rate—a Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society Series B-Methodological 57: 289–300.

[69] PapagiannouliF, SchardtL, GrajcarekJ, HaN, LohmannI (2014) The Hox gene Abd-B controls stem cell niche function in the Drosophila testis. Developmental cell 28: 189–202. 10.1016/j.devcel.2013.12.016 24480643

[70] LangmeadB, SalzbergSL (2012) Fast gapped-read alignment with Bowtie 2. Nature methods 9: 357–359. 10.1038/nmeth.1923 22388286PMC3322381

[71] SouthallTD, DavidsonCM, MillerC, CarrA, BrandAH (2014) Dedifferentiation of neurons precedes tumor formation in Lola mutants. Developmental cell 28: 685–696. 10.1016/j.devcel.2014.01.030 24631403PMC3978655

# Supplementary material for: EGFR/Ras Signaling Controls Drosophila Intestinal Stem Cell Proliferation via Capicua-Regulated Genes
**Source:** PLoS Genet. 2015 Dec 18;11(12):e1005634. doi: 10.1371/journal.pgen.1005634
**Supplement:** S4 Table — Information of well-known growth promoters was listed in the table with their log2 Fold change in RNA-Seq and significance (p-value with Benjamini-Hochberg correction) and numbers of Cic Dam-ID peaks, found in their introns or within 5kb range of the transcription start site. Genes that have Cic binding sites are shaded grey.

# S4 Table

| S4 Table. Growth regulatros in RNA-seq and DamID-seq |             |                             |             |             |                                |
|------------------------------------------------------|-------------|-----------------------------|-------------|-------------|--------------------------------|
| Gene Name                                            | FlyBase ID  | log2 Fold change in RNA-Seq | p-value     | FDR         | Number of peaks from DamID-Seq |
| Egfr                                                 | FBgn0003731 | 0.396823326                 | 0.003130705 | 0.026285491 | 5                              |
| Pvr                                                  | FBgn0032006 | 0.08367124                  | 0.550648602 | 0.760870425 | 0                              |
| bnl                                                  | FBgn0014135 | 0.341343527                 | 0.01597985  | 0.086804798 | 1                              |
| InR                                                  | FBgn0013984 | 0.8173407                   | 1.07E-07    | 6.73E-06    | 1                              |
| Akt1                                                 | FBgn0010379 | 0.491905074                 | 6.21E-05    | 0.001313506 | 1                              |
| Pi3K21B                                              | FBgn0020622 | 0.076680225                 | 0.521164182 | 0.738806317 | 1                              |
| Pi3K59F                                              | FBgn0015277 | -0.564612619                | 7.53E-06    | 0.000245288 | 0                              |
| Pi3K68D                                              | FBgn0015278 | -0.225577118                | 0.092345618 | 0.278946255 | 0                              |
| Pi3K92E                                              | FBgn0015279 | 0.163285775                 | 0.289577478 | 0.544273858 | 0                              |
| Rheb                                                 | FBgn0041191 | -0.325749099                | 0.013170328 | 0.074677832 | 1                              |
| Pten                                                 | FBgn0026379 | -0.063052057                | 0.7286371   | 0.869404353 | 0                              |
| S6k                                                  | FBgn0015806 | -0.256735962                | 0.082909218 | 0.259920237 | 0                              |
| dm(Myc)                                              | FBgn0262656 | 0.198450761                 | 0.162583155 | 0.389608008 | 1                              |
| Tif-IA                                               | FBgn0032988 | 0.199704149                 | 0.117858829 | 0.321230939 | 0                              |
| Brf                                                  | FBgn0038499 | 0.181791338                 | 0.47121442  | 0.703756109 | 0                              |
| Maf1                                                 | FBgn0058196 | 0.039614682                 | 0.775112954 | 0.893548434 | 0                              |
| Src64B                                               | FBgn0262733 | -0.159194964                | 0.200881154 | 0.440306122 | 0                              |
| Src42A                                               | FBgn0264959 | -0.015371949                | 0.912296323 | 0.963752427 | 1                              |
| Ack                                                  | FBgn0028484 | 0.342997507                 | 0.017618912 | 0.092770616 | 1                              |
| Btk29A                                               | FBgn0003502 | 0.084274149                 | 0.807789359 | 0.909543003 | 1                              |
| CycD                                                 | FBgn0010315 | 0.147362775                 | 0.598057015 | 0.791401204 | 0                              |
| Cdk4                                                 | FBgn0004107 | 0.429571817                 | 0.018271328 | 0.09483809  | 2                              |
| crb                                                  | FBgn0259685 | -0.068538173                | 0.655680161 | 0.830976355 | 1                              |
| yki                                                  | FBgn0034970 | -0.185011084                | 0.138529244 | 0.354259222 | 1                              |
| rDNA loci                                            | —           | not tested                  | not tested  | not tested  | 0                              |

How the deposited data were processed for this re-analysis (not part of the article)

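RNA-Seq measured FACS-sorted, GFP-positive esg+ progenitor cells from control midguts and from midguts that expressed *cic-RNAi* for 4 days at 29°C, in 4 biological replicates each. DamID-Seq measured Dam-Cic and Dam-only in esg+ cells, with and without 16 hours of *P.e.* infection, in 2 libraries of 80 midguts per group after 24 hours of induction at 29°C. Samples were grouped by the genotype and treatment in their labels, and no column of the count table was left without a sample.

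For RNA-Seq the authors amplified the mRNA, mapped the reads with Tophat2 version 2.0.9, and deposited the raw count of reads per gene from HTSeq-count version 0.5.4p5, with no normalization. For DamID-Seq the authors mapped the reads with Bowtie 2 to version 6.02 of the genome, extended unique reads by 300 bp and compared windows of 75 bp. In the deposited peak lists the Dam-only signal is a sum of reads over the windows of a peak, and the Dam-Cic signal is scaled by the authors to Dam-only. The deposited fold change is the linear ratio of Dam-Cic over Dam-only, as the authors computed it within each peak. The p-value and the FDR of each peak were computed by the authors and taken as deposited. The FDR was read as a percentage, as it is headed in S1 Table, and the reading as a fraction was an alternative. A deposited p-value of 0 is listed for 1821 peaks without infection and for 1099 after infection.

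Depth per RNA-Seq library was 20024786, 17532469, 21765334 and 20951742 reads counted on genes in control replicates 1 to 4, and 20333280, 19591119, 18020027 and 18637071 in *cic-RNAi* replicates 1 to 4. The 10 genes with the most reads took between 15.6% and 24.4% of a library. For DamID-Seq the total depth is unknown here. The count table holds 17023 genes, of which 3698 had no read in any library. A symbol was found for 16726, for 79 of them only in the tables of the paper, and coordinates for 16706. Intervals of shares are 95% Wilson intervals and cover counting error only.

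Differential expression was tested in R 4.3.3 with edgeR 4.0.16, whereas the authors used edgeR 3.2.4. TMM normalization, the replicate number as a block and the quasi-likelihood F test were used, with Benjamini-Hochberg adjustment over the 7807 genes with a CPM of at least 1 in at least 4 of the 8 libraries. A gene was called at an adjusted p below 0.1 and a fold change above 1.5. CPM of single libraries are on the TMM scale. To check the pairing, the deviations of the libraries from their group's mean log2 CPM were correlated across genes between the libraries of a number. The correlations were 0.767, 0.735, 0.618 and 0.803 for replicates 1 to 4, across genes, which are not independent replicates. The biological coefficient of variation was 0.152 with the block and 0.376 without it. The test was tried on simulated data of the same size with 200 changed genes. It found 100% of the genes changed by 2 on the log2 scale and 88% of those changed by 1, and 6.47% of its calls were false. Smaller changes were not planted, so its recovery of them is unknown.

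Gene sets were tested with limma 3.58.1 (camera and fry), and DESeq2 1.42.0 was an alternative. Peaks were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Peaks were compared with genes by Fisher's exact test, two-sided, summits of shared peaks near gene ends by McNemar's exact test, and with 1000 random moves of the peaks within their chromosome. For non-coding genes 200 moves were made. For the comparison matched on expression and length, 10 classes of each were used.

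The genes named are *cic*, the genes the paper's text names for their RNA-Seq or DamID-Seq result, those of Fig. 4D, Fig. 5A and S4 Table, mostly as counts, and the 5 largest rises and 5 largest falls among genes that were called and changed the same way in all 4 pairs. The 3 peaks of each list with the highest fold change are named too. Parts of S1, S2 and S5 Tables and all of S4 Table had been seen when this rule was written. Lists of enterocyte, enteroendocrine, visceral muscle, progenitor, hemocyte and trachea genes were written after the first results had been seen, and before the tests that use them.

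Main settings, this naming rule and most alternatives were set before the data were examined. The alternatives were no replicate block, median-of-ratios normalization, the likelihood ratio test, DESeq2, other filters on low counts, each replicate left out, other thresholds, other overlap rules and other peak to gene rules. The following were chosen after seeing the files or the values: the nearest gene in place of the nearest TSS, 5 kb from either gene end, the shares of summits near gene ends, the FDR read as a percentage as the main reading, the thresholds named as added in the closing section, the z score fitted on S1 Table, the log2 fold changes of each list moved to the scale of S1 Table by the median difference at peaks with the same coordinates, the comparison of gene ends within shared peaks, and the background of genes placed on a chromosome arm. So were the split by chromosome with its limits of 1.5 on the log2 scale and 50 kb, the 4-fold limit for replicate 4, the 40 kb beside *stg*, the minimum of 100 CPM for abundant enterocyte genes, and the alternatives for *Akt1*, *Rheb*, *Src42A*, *yki* and the 10 genes with the largest changes.

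No genome sequence and no strand was used here, so motifs, distances to the TSS and sequence content were not analysed. S1 Table was held only in part, with 1998 of 5335 lines of the sheet without infection and 1998 of 5319 of the infected sheet, and it was used for its scale and not for an overlap. No replicate values exist in the peak lists used, so no test across DamID samples was made. Of the genes of S4 Table, the peak count of 1 is left out here.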

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

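The tests of other splits of the libraries, of enterocyte RNA, of a difference shared by both libraries of replicate 4, of RNA from hemocytes, muscle or trachea, and of an exchanged label were chosen only after the results they bear on were seen. Of 71 groups of 4 values, 11 held 1 value whose gap to the nearest other value, divided by the range, exceeded Dixon's 95% critical value. Chance gives about 1 in 20 groups, which is 3.55 of 71. Of the 11, 5 were in replicate 4.

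*Ets21C* was far from the other replicates in replicate 4 of both groups, with 111.7 CPM in the control (ratio of gap to range 0.967) and 290.2 CPM in the library labelled *cic-RNAi* (ratio 0.967). An exchanged label between the groups would shift the 2 libraries in opposite directions, but *Ets21C* in replicate 4 exceeded the mean of the other replicates 10.79 times in the control and 12.54 times in the library labelled *cic-RNAi*. RNA from hemocytes, muscle or trachea is argued against by the 17 genes of these cells found in the count table, of 19 written. Only 1 of the 17, *verm*, was above each other replicate in both libraries of replicate 4, at 0.225 and 0.443 CPM, and 15 stayed below 5 CPM in both. A candidate explanation is a difference of replicate 4 shared by both of its libraries. In both, 92 genes lay more than 4-fold outside the range of the other replicates, 72 above and 20 below, whereas replicate 1 had 1 such gene and replicates 2 and 3 had none. Among the 92, and named after their values were seen, *CAH1* was at 823.5 CPM in control replicate 4 against a mean of 2.93 in the other controls, *Hsp26* at 2591 against 339.7 and *RpL23* at 24110 against 4401. Whether this difference lay in the animals or in the preparation was not tested, and the design names no condition that sets replicate 4 apart, so no biological explanation was tested. The rise of *Ets21C* within the pairs did not rest on replicate 4: without it the log2 fold change was 1.15, with an adjusted p of 0.00356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against a range from 1.28e-14 to 0.850 over all alternatives.

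The TMM factor of *cic-RNAi* replicate 4, 0.820, was below those of the other 3 libraries labelled *cic-RNAi* (ratio 0.867), and that of control replicate 4, 0.864, was the lowest of the controls. Abundant genes among the 92 that set replicate 4 apart, such as *RpL23*, may contribute to the low factor, which was not tested on its own. The share of the 10 genes with the most reads was 24.4% in control replicate 4 and 24.1% in *cic-RNAi* replicate 4, the highest of each group.

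*InR* in control replicate 3 was at 52.5 CPM (ratio 0.922), above the other controls, and in *cic-RNAi* replicate 2 it was at 53.2 CPM (ratio 0.891), below the other libraries labelled *cic-RNAi*. Neither replicate was out of place in the other group, and no technical or biological explanation was tested for these values. Without replicate 3 the log2 fold change of *InR* was 0.97 and without replicate 2 it was 0.85, with *InR* called in both.

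Among the genes with the largest changes, *lncRNA:CR44628* was at 7.65 CPM in *cic-RNAi* replicate 4 (ratio 0.902), and *CG34423* at 10.9 CPM in control replicate 4 (ratio 0.939). In *cic-RNAi* replicate 1, *Cyp12d1-d* was at 5.42 CPM (ratio 0.971), *CG15605* at 2.17 CPM (ratio 0.903) and *Ugt49B1* at 15.6 CPM (ratio 0.848), each above the other libraries labelled *cic-RNAi*. The log2 difference of *Ugt49B1* in pair 1, -1.85, was the smallest fall of the 4 pairs (ratio 0.835). Why *cic-RNAi* replicate 1 kept more of these transcripts was not tested, and the design names no condition for it, so no biological explanation was tested. Without replicate 1 the log2 fold change of *Cyp12d1-d* was -6.79 and that of *Ugt49B1* was -3.59, both called. *CG15605* was not called without replicate 2 (log2 fold change -2.86) or without replicate 3 (log2 fold change -3.29), and without replicate 1 it was below the CPM minimum.

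The paper reports on the genes that rose upon *cic-RNAi*, and 281 genes were lower in the libraries labelled *cic-RNAi*. With the replicate block, none of the 7 other splits that part all 4 pairs gave as many calls as the 594 of the real one. Each of the 7 gave 0 calls by edgeR's quasi-likelihood test, with between 60 and 370 genes at an unadjusted p under 0.05 against 2307 in the real split, and no other tool was run on them. The number of splits, 8, is too small for a share under 0.05, so chance cannot be excluded by this count alone. Without the block, the split that sets replicates 1 and 4 against replicates 2 and 3 gave 646 calls, against 2 for the real split. Less RNA from enterocytes in the libraries labelled *cic-RNAi* may account for a part of the lower genes. The 16 enterocyte genes written, all of which passed the CPM minimum in these cells, had a median log2 fold change of -0.54, 11 were lower in all 4 pairs and 8 were called lower. As the whole cause it is argued against by the spread of the abundant ones. The 15 with at least 100 CPM moved apart by more than their errors (Cochran's Q 116.9 on 14 degrees of freedom), from -1.24 in *Amy-d*, at 677.6 CPM in the controls, to 0.16 in *betaTry*, at 7751 CPM. Several are paralogs between which reads could have been split, and their errors share libraries, so this Q is approximate. *Jon65Aiv*, the most abundant of them, was at 48360 CPM in the controls and 32840 CPM in the libraries labelled *cic-RNAi*, so transcripts of enterocytes were present in the sorted cells of both groups. A change of the cells upon *cic-RNAi*, which the design names, stays open and was not tested apart from this. Without replicate 2 the number of lower genes was 113, and with no replicate block it was 1.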

How the results depend on the processing

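Alternatives for *Akt1*, *Rheb*, *Src42A*, *yki* and the 10 genes with the largest changes, the peak to gene rules by nearest gene and by 5 kb, the gene-end shares, the z score, the scale of S1 Table and the thresholds named as added were chosen only after the data had been seen. In all, 354 alternative values were computed. For counts and comparisons, 80 stayed on the same side, 30 moved by more than the limit, 5 were no longer past the threshold and 2 came past it. For single genes, 214 stayed the same, 18 lost the call, 1 gained it and 4 changed sign. Except where a value below says otherwise, the cause was not tested.

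The number of genes called depended on the replicate block. With no replicate block 1 gene was higher and 1 was lower, against 313 and 281, with the coefficient of variation 0.376 in place of 0.152. With no fold change minimum 828 were higher and 804 lower, by construction. With each replicate left out in turn, between 128 and 282 genes were higher and between 113 and 262 lower. The lowest numbers in both directions came without replicate 2, where 118 of the 128 higher and 105 of the 113 lower genes were also called with all replicates. Under median-of-ratios normalization, DESeq2, the likelihood ratio test, the 4 other count filters and an adjusted p below 0.05, the numbers lay between 225 and 394 higher and between 200 and 320 lower.

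Without the replicate block *stg*, *aos*, *pnt*, *Ets21C* and *InR* were not called, nor were the 10 genes with the largest changes apart from *Cyp4p2*. *mmd* and *CG15605* also lost their calls without replicate 2 and without replicate 3. *mmd* and *CG32700* were below the CPM minimum without replicate 1 and without replicate 4, and *CG15605* without replicate 1. *CycE* was called by the likelihood ratio test alone. The sign changed for *cic* without replicate 1 (0.0523), its log2 fold changes with each replicate left out running from -0.19 to 0.05. It changed for *Src42A* without replicate 1 (0.0513), without replicate 2 (0.0069) and without replicate 3 (0.0015), over a range from -0.13 to 0.05. Neither gene was called in any of these fits.

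The odds ratio of a Cic peak among the higher genes, 1.46, stayed above 1 throughout. With each replicate left out it ran from 1.15 to 2.39, and the lowest value, without replicate 4, was not past 0.05 (p = 0.299, Fisher's exact test). It was also not past 0.05 when only the gene nearest to the summit counted (1.22) or with peaks within 5 kb of either gene end (1.23). For the lower genes the odds ratio of 0.53 became 0.77 with no count filter, and it ran from 0.57 to 0.74 with each replicate left out, the highest being without replicate 2 (p = 0.164, Fisher's exact test). Both stayed below 1. The odds ratio of a weakened peak among the higher genes stayed below 1 as well under the settings on the scale of the deposited lists. It ran from 0.58 to 0.96 with each replicate left out and was past 0.05 without replicate 2 only. The mean difference of genes with a peak was 0.034 and past 0.05 when matched on expression and length. It was between 0.014 and 0.041 and not past 0.05 under the 7 other set tests and rules. Fisher's exact tests were not given with no replicate block, which left 1 gene per direction.

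The numbers of peaks past the thresholds, 150 without infection and 159 after it, moved with each threshold as follows, the number without infection being given before that after infection. They were 22 and 59 with the FDR read as a fraction, 43 and 53 with a log2 fold change above 4, and 3472 and 3813 with no threshold. Added thresholds gave 1445 and 2098 with a linear fold change above 3 in place of the log2 one, 2176 and 2503 with an FDR below 0.01% alone, 1101 and 1465 with an FDR below 0.001% alone, and 3088 and 3225 with a log2 fold change above 1. They gave 2049 and 2098 with a linear fold change above 3 alone, and 2176 and 2243 with a log2 fold change above 3 on the scale of S1 Table. With the FDR below 0.1% in both lists there were 239 peaks without infection, and with the FDR below 0.01% in both lists 102 after infection. Looser thresholds pass more peaks by construction. Of these settings only the last 2, which set 1 FDR for both lists along with a log2 fold change above 3, had fewer peaks after infection than without it. An equal FDR alone, below 0.01% or 0.001%, left more peaks after infection.

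Shares of overlapping peaks fell from 92.5% to 85.0% when 50% of both peaks had to overlap, to 62.4% for summits within 500 bp and to 82.6% for the upper 50% of each list, the first 2 by construction. The median difference at shared peaks was -0.05, -0.03 and -0.0008 under the 3 overlap rules, near 0 on the scale of the deposited lists. As a z score, in units of the spread of each list, it was -0.04. The fit of the z score put the centre of the log2 ratios at -2.64 without infection and at -2.08 after it. The lists are thus not centred alike, and a median near 0 on their scale does not show that binding stayed equal. With each list moved to the scale of S1 Table the median difference was -1.41 by construction, since this adds -1.37 to every difference. The odds ratio of a weakened peak could not be given on that scale, where all 132 higher genes with a peak had a weakened one. The share of summits near a gene end was past 0.05 against random moves under each window run.

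Not run were the alternatives that need a genome sequence or the strand, which are the motif search, distances to the TSS, the nearest TSS, and moves matched on the TSS. The z score from the deposited p-values was not run either, because 1802 of the 3213 shared peaks have a p-value of 0 in a list. Depth limits genes near the CPM minimum most, such as *CycE* with 15 to 53 reads per library. For DamID-Seq, peaks found in 1 list only had 0.684 times the Dam-only reads per kb of shared peaks without infection and 0.646 times after infection.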

Differences from the paper's values

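All added thresholds, the 5 kb rule for peaks at genes and the scale of S1 Table named here were chosen only after the values were seen.

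The paper's number of highly enriched peaks without infection is 2279, and 150 were found here. After infection the paper's number is 1903, and 159 were found here. Of the alternatives set before the data were examined, none brought either number within 1.5 times the paper's: the FDR read as a fraction gave 22 and 59, a log2 fold change above 4 gave 43 and 53, and no threshold gave 3472 and 3813. Thresholds chosen after seeing the values did. Without infection these were an FDR below 0.01% alone (2176), a log2 fold change above 3 on the scale of S1 Table with this FDR (2176), a linear fold change above 3 alone (2049), and a log2 fold change above 1 (3088). After infection they were a linear fold change above 3, with or without the FDR (2098), an FDR below 0.01% alone (2503), an FDR below 0.001% alone (1465) and a log2 fold change above 3 on the scale of S1 Table (2243). How many of the paper's own peaks each drops could not be counted, since S1 Table was held only in part. In that part the log2 fold change exceeds the deposited one by a median of 2.84 without infection, over 114 peaks with the same coordinates, and by 1.48 after infection, over 130. Some values in S1 Table lie outside the paper's stated limits. Its FDR is above 0.01 for 502 of 846 peaks without infection, and its log2 fold change is at most 3 for 137 of 857 infected peaks.

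The median log2 fold change of the peaks is about 2.1 without infection and about 2.0 after infection in Fig. 4B, read by eye, as the paper's values. Here it was 1.74 and 1.67, the medians over all peaks of the deposited lists of the log2 of the authors' fold change. In the part of S1 Table held here, the paper's medians are 4.66 and 3.38. No alternative was set for it.

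Peak counts at genes of S4 Table differed as follows, the paper's number being given before the one found here within 5 kb of the gene. The paper's 0 stands against 3 for *Pvr*, 2 for *Pi3K59F*, 2 for *Pi3K68D*, and 1 each for *Pi3K92E*, *S6k*, *Tif-IA* and *Src64B*. The paper's 1 stands against 5 for *InR* and *Ack*, 3 for *Btk29A*, and 2 for *bnl*, *Akt1*, *Pi3K21B*, *Rheb* and *crb*. The paper's 2 for the entry Cdk4 stands against 0. The paper's number of genes with a peak is 13, and it was 20 here. Counting only peaks that overlap the gene, the alternative set before the data were examined, removed the difference for *Akt1*, *Pi3K59F*, *Rheb*, *Tif-IA* and *crb*, and it brought the number of genes to 15, within 1.5 times the paper's. It did not for *Pvr* (3), *bnl* (2), *InR* (4), *Pi3K21B* (2), *Pi3K68D* (1), *Pi3K92E* (1), *S6k* (1), *Src64B* (1), *Ack* (2), *Btk29A* (3) and the entry Cdk4 (0), and it dropped *Src42A* and *yki*, which the paper lists with 1 peak each. All 3472 deposited peaks were counted here. The entry Cdk4 carries the identifier FBgn0004107, which the gene table names *Cdk2*. *Cdk4* in the gene table (FBgn0016131) had 3 peaks within 5 kb, 2 of them overlapping it, the paper's 2 being met by the overlap rule on that identifier, a check made after the values were seen.

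The paper states that fewer peaks were found after infection. The number here was higher after infection under the paper's thresholds, whose FDR limit of 0.1% removes no peak of the infected list (highest FDR 0.0998), and it was lower at a log2 fold change above 3 with the FDR below 0.1% in both lists (239 and 159) or below 0.01% in both lists (150 and 102), settings chosen after seeing the values. The paper states that the fold change was lower after infection. Here it was lower at 54.9% of the shared peaks with a median difference of -0.05, at 53.2% with -0.03 when 50% of both peaks had to overlap, and at 50.1% with -0.0008 when the summits had to lie within 500 bp, which is no difference. No test across samples could be made. On the scale of S1 Table, chosen after seeing the values, the median difference was -1.41, by construction, since this adds -1.37 to every difference. The paper states that peaks near TSS were less frequent after infection. Here 45.6% of the summits without infection and 44.3% after it lay within 1 kb of a gene end, a wider measure than the distance to the TSS. Within the 3213 shared peaks 170 summits did so without infection only and 163 after infection only (McNemar's exact test, two-sided, p = 0.742). That test leaves out the peaks found in 1 list only, so it does not bear on whether peaks near the TSS were lost.

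In the paper, peaks reduced by infection are over-represented among the genes that rose upon *cic-RNAi*. Here weakened peaks were not more frequent among them, with an odds ratio of 0.75, and none of the alternatives on the scale of the deposited lists gave an odds ratio above 1. On the scale of S1 Table nearly every peak counts as weakened by construction, so no odds ratio was given. The paper's limit for a reduced peak is a fold change, which was not applied here, so the rules differ. S3 Table marks 32 of its 206 peaks as not detected after infection, both the paper's numbers. Its other values run from 0.321 to 1.10, with 172 of them under 1, and are headed as normalized log2 fold changes after infection. They lie below the lowest log2 fold change of the infected peaks in the part of S1 Table held here, 2.64, so they are not on that scale. What they were normalized to is not stated in the table, so they were not compared. For *stg* and *CycE* the paper states that binding fell after infection. Here 2 of the 7 peaks beside *stg* and 1 of the 2 peaks in *CycE* were lower on the scale of the deposited lists. On the scale of S1 Table, chosen after seeing the values, each would be lower by construction, which tells nothing of these genes. Of the 2 peaks of *aos*, which the paper also describes as reduced, 1 was lower and the other had no overlapping peak after infection. The infected list also holds a peak in *aos*, with a fold change of 4.47, that overlaps no peak of the list without infection.

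*CycE* is among the genes the paper describes as upregulated in RNA-Seq. It was higher in all 4 pairs but not called here. The likelihood ratio test, set before the data were examined, called it, together with 355 of the paper's 439 genes among its 357 calls. For the 439 genes of the paper, the number here was 313, all of which are in S2 Table, and 51 of the 439 were below the CPM minimum. The paper's number was within 1.5 times of it. Across 387 genes the log2 fold changes of S2 Table and those here had a Pearson correlation of 0.994, and genes are not independent replicates. The p-value column of S2 Table is labelled as corrected, but for *InR* it equals the unadjusted p-value of S4 Table, both the paper's (1.07e-07), while the paper's FDR in S4 Table is 6.73e-06. The paper's 134 higher genes with a peak stand beside 132 here. Of the 134, listed in S3 Table, 115 have a peak here and 98 were also called higher. In number, 134 were found with edgeR's filterByExpr, an alternative set before the data were examined. *stg*, *aos*, *pnt*, *Ets21C* and *InR*, which the paper describes as upregulated, were called higher here too.

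The libraries labelled *cic-RNAi* are described in the paper as depleted of Cic. The *cic* count was not lower there, with a log2 fold change of -0.10.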

Other observations

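Of the tests of explanations in this part, those of genes out of place in replicate 4 and of gene length in replicates 1 and 4 were written down before their results were seen, and the others were chosen only after the result was seen. The odds ratio with replicate 4 left out had been planned.

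The *cic* count was not lower in the libraries labelled *cic-RNAi*. Exchanged labels of the groups are argued against by *aos*, *stg*, *pnt* and *Ets21C*, which the paper measured as higher by qRT-PCR: in 16 of 16 comparisons within pairs they were higher in the library labelled *cic-RNAi*. Too few reads are argued against by the lowest count of *cic*, 327 reads. Reads of the RNAi hairpin on *cic* could hide a fall of the endogenous mRNA, and the log2 fold change of -0.0954 over the whole gene cannot tell these apart, since no counts per part of the gene were used here. The Cic protein was not measured in these libraries.

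All 18 genes that were called lower and fell by more than 1.5 on the log2 scale lie on chromosome 2, which holds 38.2% of the tested genes (Fisher's exact test, two-sided, p = 2.97e-08). The limit of 1.5 was chosen after limits of 1, 1.5 and 2 had been looked at. Beyond 1 it was 52 of 76 genes, and among all genes called lower 147 of 278. Neighbouring genes counted several times are argued against by the 16 loci that remain when genes within 50 kb are joined, all on chromosome 2 (p = 2.04e-07, Fisher's exact test). A candidate explanation is a difference in genetic background on chromosome 2 between the groups, since the paper lists its *cic-RNAi* stocks over the balancer Cyo of this chromosome. Which stock was used for RNA-Seq is not given in the sources used here. A background difference would also give rises on chromosome 2. A first test on rises of more than 1.5 was not past 0.05 (13 of 26 genes, p = 0.230, Fisher's exact test), and the test was then made on all genes called higher, of which 151 of 308 (49.0%) lie on chromosome 2 (p = 9.51e-05), or 108 of 235 loci with neighbours joined (p = 0.0142). With a replicate left out, on chromosome 2 lay 20 of 32 such falls without replicate 1, 13 of 14 without replicate 2, 14 of 18 without replicate 3 and 16 of 21 without replicate 4. It was 20 of 25 by DESeq2 and 26 of 33 with no count filter, so the pattern is not confined to chromosome 2 under these settings. Regulation by Cic of genes on this chromosome stays open and was not tested.

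The genes called higher had a Cic peak more often than the other tested genes. Higher expression and greater length of bound genes are argued against as the whole cause: within classes of like expression and length, 98.3 higher genes would have a peak on average (95% between 84 and 112), and 132 did (permutation test, two-sided, p = 0.0002). Genes out of place in replicate 4 are argued against as well, since without 85 such genes 126 of 293 higher genes had a peak (odds ratio 1.42, p = 0.00487, Fisher's exact test). However, the odds ratio was 1.15 (p = 0.299, Fisher's exact test) when replicate 4 was left out of the fit, so the result rests in part on that replicate. Binding by Cic of genes that it represses, as the paper proposes, stays among the open explanations. For the mean difference of all genes with a peak, 6 of the 8 splits that part all pairs, the real split being 1 of the 6, gave at least as large a value in either direction. Chance cannot be excluded there.

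Among the shared peaks, the strongest class of 4 equal ones by fold change without infection was lower after infection in 73.5% of cases, with a median log2 difference of -0.28. The choice of the strongest peaks in 1 list is a candidate explanation. When the peaks were ranked by their fold change after infection instead, the strongest class had a median difference of 0.0933, the opposite direction, and 41.2% of its peaks were lower. A fall at the strongest peaks can therefore not be read from a ranking by 1 list, and a smaller change from the infection stays open.

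Replicates 1 and 4 parted from replicates 2 and 3 in both groups. In 17.2% of the 7807 tested genes all 4 libraries of replicates 1 and 4 lay above or all lay below the others, against 5.02% and 5.67% for the other 2 ways of parting the replicate numbers into pairs, with 532 genes higher in replicates 1 and 4 and 813 in replicates 2 and 3. The 525 of the former with a length had a median of 10482 bp, 3.837 times the mean of 2732 bp in 1000 lists matched on expression (p = 0.001, the smallest this permutation can give). This is consistent with reads from genomic DNA or unspliced RNA in replicates 1 and 4, but long genes can also differ between cell mixtures, and without counts on introns these cannot be told apart. The replicate number names no condition, so no biological explanation was tested.

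In *cic* itself the peak from 20291100 to 20295975 on chromosome 3R had a fold change of 11.4 without infection and 3.39 after it. Reads from the *cic* cDNA of the Dam-Cic transgene could give such a peak. The same transgene is present after infection, where the log2 fold change was lower by -1.7524, but the share of transgene DNA in the libraries is unknown, so the fall does not decide it. Binding of Cic to its own gene stays open.

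Among the other lists of cell-type genes, 13 enteroendocrine genes had a median log2 fold change of -0.41, with *CCHa2* and *7B2* called lower and *nrv3* called higher. The 7 progenitor genes that were tested, of 10 written, lay between 0.32 and 1.03, 6 of them higher in all 4 pairs, and *E(spl)malpha-BFM* and *polo* were called higher. Of the 12 visceral muscle genes written, 4 were tested, from *up* at -0.03 to *sls* at 1.01, with adjusted p-values between 0.328 and 0.981 from edgeR's quasi-likelihood test. The hemocyte and trachea genes were below the CPM minimum.

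*Cyp12d1-p*, the close copy of *Cyp12d1-d*, had a log2 fold change of -0.33 and was not called. *Cyp4p1* and *Cyp4p3*, related to *Cyp4p2*, had log2 fold changes of -0.79 and 1.23.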
